# Harmonics of Circadian Gene Transcription in Mammals

**DOI:** 10.1371/journal.pgen.1000442

**Published:** 2009-04-03

**Authors:** Michael E. Hughes, Luciano DiTacchio, Kevin R. Hayes, Christopher Vollmers, S. Pulivarthy, Julie E. Baggs, Satchidananda Panda, John B. Hogenesch

## Abstract

The circadian clock is a molecular and cellular oscillator found in most mammalian tissues that regulates rhythmic physiology and behavior. Numerous investigations have addressed the contribution of circadian rhythmicity to cellular, organ, and organismal physiology. We recently developed a method to look at transcriptional oscillations with unprecedented precision and accuracy using high-density time sampling. Here, we report a comparison of oscillating transcription from mouse liver, NIH3T3, and U2OS cells. Several surprising observations resulted from this study, including a 100-fold difference in the number of cycling transcripts in autonomous cellular models of the oscillator versus tissues harvested from intact mice. Strikingly, we found two clusters of genes that cycle at the second and third harmonic of circadian rhythmicity in liver, but not cultured cells. Validation experiments show that 12-hour oscillatory transcripts occur in several other peripheral tissues as well including heart, kidney, and lungs. These harmonics are lost ex vivo, as well as under restricted feeding conditions. Taken in sum, these studies illustrate the importance of time sampling with respect to multiple testing, suggest caution in use of autonomous cellular models to study clock output, and demonstrate the existence of harmonics of circadian gene expression in the mouse.

## Author Summary

Circadian rhythms confer adaptive advantages by allowing organisms to anticipate daily changes in their environment. Over the last few years, many groups have used microarray technology to systematically identify genes under circadian regulation. We have extended on these studies by profiling the circadian transcriptome from the mouse liver and two immortalized cell lines at an unprecedentedly high temporal resolution. We identified over 3,000 different transcripts in the mouse liver that cycle with a period length of approximately 24 hours. To our surprise, we also identified two classes of genes which cycle with period lengths of 12 and 8 hours; i.e., harmonics of the circadian clock. Importantly, we were able to identify harmonics in five other tissue types; however, these rhythms were undetectable in disassociated cells. Moreover, harmonics were lost in the liver when mice are subjected to restricted feeding, suggesting that at least one component of circadian harmonics is driven by feeding.

## Introduction

Circadian rhythms are daily, 24-hour (h) oscillations in physiology and behavior such as food consumption, blood pressure, metabolism, body temperature, and locomotor activity [1],[2]. These rhythms are thought to give an adaptive advantage by allowing an organism to anticipate changes in the environment and regulate physiology accordingly. Moreover, disruptions of circadian rhythms contribute to numerous pathologies including metabolic and cardiovascular disorders, cancer, and aging [3]–[5]. A molecular and cellular clock composed of transcriptional feedback loops generates these oscillations [6]. The central loci of the mammalian clock are two small clusters of hypothalamic neurons called the suprachiasmatic nuclei (SCN), which constitute the master pacemaker that orchestrates rhythmic patterns of behavior and physiology throughout the organism [7]. Remarkably, most tissues in the body also contain autonomous circadian clocks that are necessary for the rhythmic expression of clock output genes [8] and capable of sustained oscillations outside of the body (e.g. [9]). These peripheral clocks are principally regulated by stimuli downstream from the SCN, and are entrained by the SCN via a number of different physiological signals such as glucocorticoid production, core body temperature, or cAMP input (e.g. [7],[10]).

Rhythmic physiology is thought to manifest from the transcriptional output of core oscillator components. Consequently, studies have been performed in several model systems to identify rhythmically expressed genes in both central and peripheral tissues [8], [11]–[21]. One consistent observation is that the vast majority of circadian transcriptional output is tissue-, and not locus-, specific, implying that both local and systemic cues heavily influence circadian output. In order to more fully understand the mechanism by which local and systemic signals translate into rhythms of physiology and behavior, a detailed understanding of the circadian transcriptome is necessary. To address this question, we have developed a high resolution temporal profiling experimental design in which samples are taken every hour for 48 hours and subjected to rigorous statistical analysis. This approach has the capacity to identify rhythmic output genes with precision and accuracy. We applied this method to the study of gene transcription in the liver , an organ system that receives and integrates systemic cues, as well as synchronized NIH3T3 and U2OS cells, conventional models of the autonomous cellular oscillator [22],[23].

Here we report the identification of thousands of circadian transcripts in the mouse liver. Surprisingly, using identical statistical methods dramatically fewer cycling transcripts were identified from two models of the autonomous circadian clock, NIH3T3 and U2OS cells. In addition, we found hundreds of transcripts in the liver that cycle at the second and third harmonic of circadian oscillations. Like circadian genes, these ultradian rhythms are severely dampened in *ex vivo* hepatocytes. Moreover, these rhythms are shifted in a restricted feeding paradigm, demonstrating their responsiveness to systemic cues.

## Results

Wildtype C57BL/6J mice were entrained to a 12 h light, 12 h dark (LD 12∶12) environment before being released into constant darkness. Starting 18 h after the first subjective day (CT18), liver samples from 3–5 mice per time point were collected every hour for 48 h. In parallel, we collected a 48 h time course from two different cellular models of the circadian clock in order to study circadian output in the absence of systemic, circadian cues. After synchronization by forskolin shock, NIH3T3 cells were sampled every hour for 48 h, starting 20 h after synchronization. Likewise, a human osteosarcoma cell line, U2OS, was synchronized with dexamethasone and samples were collected every hour for 48 h, starting 24 h after shock. To confirm that these cells were properly synchronized, parallel cell cultures were transfected either transiently (NIH3T3) or stably (U2OS) with a circadian reporter gene, *Bmal1:luciferase* (*Bmal1:Luc*) and imaged every 10 minutes for several days to validate synchronization and rhythmicity (Figure S1). 

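The liver time course holds 48 hourly pools, from CT18 to CT65, where CT0 is subjective dawn and CT12 subjective dusk. Each pool combined RNA from the livers of several male C57BL/6J mice kept in constant darkness and was read on 1 Affymetrix mouse expression array. CT18 to CT41 make up the first circadian cycle and CT42 to CT65 the second. There was no replicate within an hour, so the spread of every estimate comes from the 48 pools, and the number of arrays limits the precision. The authors extracted the values with GCRMA, which corrects background and normalizes the arrays to each other, and the deposited values are intensities on a linear scale for 45101 probe sets. The median intensity of an array was between 95.2 and 110.9, and 49.5% of probe sets had a mean under 100, near the background. A single gene symbol was given for 34958 probe sets, several for 932 and none for 9211. Each of 18194 genes was read through its probe set of highest mean.
Log2 intensities were examined with 2 tests. Fisher's G-test asked whether 1 of 23 Fourier frequencies held more of the variance than expected by chance. A cosine fit built after COSOPT searched period lengths of 4 to 30 h in steps of 0.1 h, after removing a linear trend, and took its p from 1000 scramblings of the pools. Both were converted to q-values by the method of Storey. A transcript was called rhythmic when both q-values were under 0.05, and its class was the period length of its cosine fit: over 20 and under 30 h, over 10 and under 14 h, or over 7 and under 9 h. Amplitudes and peak times, with standard errors, came from a limma model with a linear trend and cosine pairs at 24, 12 and 8 h.
The pools of CT60 to CT65 had a lower median correlation with the other arrays on average, 0.989, against 0.994 in CT36 to CT41, the same hours of the first cycle, and the lowest of all, 0.984, was at CT61. Single earlier pools were as low, with 0.989 at CT27 and 0.990 at CT25, CT31 and CT46. Against CT36 to CT41, 2771 probe sets were lower and 502 higher by more than 1.5-fold in these pools. The median of 6 endothelial markers was lower by 0.52 on the log2 scale (-0.52). The medians of 9 other lists of cell type markers lay between 0.00 and 0.10. Lists of several genes that mark no cell type ran from -0.69 in fatty acid synthesis to 0.11 in ribosome biogenesis. The 75th percentile of an array was 797.1 to 944.8 in these pools, against 937.9 to 1028.9 in CT36 to CT41. These values do not tell a change of cell types from a difference between arrays.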

Total RNA was purified from these samples and Affymetrix arrays were used to assess global gene expression.

To account for mode failure, two different statistical algorithms were then used to identify rhythmically expressed transcripts as previously described [24]. The first algorithm, COSOPT [25], measures the goodness-of-fit between experimental data and a series of cosine curves with varying phases and period lengths. p-values are then calculated by scrambling the experimental data and re-fitting it to cosine curves in order to determine the probability that the observed data matches a cosine curve by chance alone. The second algorithm, Fisher's G-test [26], uses Fourier transforms to systematically screen experimental data for sinusoidal components. The probability (and thus, the significance) of any observed periodicity can then be tested using Fisher's g-statistic. Importantly, neither algorithm is sensitive to amplitude nor are they intrinsically biased towards any single period length, and they work with different underlying principles minimizing the risk of mode failure.

These tests were corrected for multiple comparisons post hoc using the method described by Storey and colleagues[27],[28]. Briefly, by examining the distribution of p-values from a given data set, an estimate of the proportion that are truly non-rhythmic can be derived. Using this approach to model the rate of false-discoveries, the p-value for each transcript, which estimates the frequency that a truly null observation will be labeled as significant, can be converted to a more stringent q-value which instead estimates the frequency that significant observations are truly non-rhythmic. 

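In liver, 4422 probe sets were called with a period length of about 24 h. Of 20 measured genes of the core clock and its PAR bZIP outputs 15 were called (17 when adjusted over the list alone), among them Arntl (Bmal1), Clock, Npas2, Per1, Per2, Per3, Cry1, Nr1d1, Nr1d2 and Dbp (Fisher's exact test over genes, two-sided, adjusted p = 3.19e-08). Of the metabolic lists, those of bile acids, gluconeogenesis and fatty acid synthesis were over-represented, and those of cholesterol synthesis, fatty acid oxidation, xenobiotic metabolism and apolipoproteins were not. In bile acid synthesis and transport, 7 of 9 genes were called (7 adjusted over the list alone, exact test, adjusted p = 0.000264), including Cyp7a1, the rate-limiting enzyme, which was highest at CT62 and lowest at CT27. In gluconeogenesis and glycogen metabolism, 8 of 12 were called (8 adjusted over the list alone, exact test, adjusted p = 0.000291), including the glycogen synthase Gys2, and in fatty acid and triglyceride synthesis 8 of 15 (8 adjusted over the list alone, exact test, adjusted p = 0.0017), including Lpin1 and Elovl5. Of 10 glucocorticoid targets 7 were called (7 adjusted over the list alone, exact test, adjusted p = 0.000464), such as Tsc22d3 and Fkbp5, and of 19 heat shock proteins 12 (13 adjusted over the list alone, exact test, adjusted p = 1.47e-05), such as Hspb1, Hspa4 and the mitochondrial Hspe1. Every called member of these 6 lists also had a 24 h component in limma when CT60 to CT65, the pools with the lowest mean correlation, were left out, an alternative chosen after seeing the data. The lists were written after Tables S1 to S3 had been read, so their enrichment is not independent evidence.
The smallest G-test p-values belonged to Nampt, the rate-limiting enzyme of NAD salvage, and Gys2 (q = 1.51e-19 for each), followed by the threonyl-tRNA synthetase gene Tars (2.37e-18) and the N-acetyltransferase gene Nat8f5 (3.15e-18). Endothelial markers were also over-represented, with 4 of 6 called (5 adjusted over the list alone, exact test, adjusted p = 0.0176): Lyve1, Cdh5, Clec4g and Stab2. The 24 h component of 3 of these 4 was called without CT60 to CT65, and the list was not over-represented among the brightest genes (adjusted p = 0.149) or by limma (0.467). Bile acid genes were not over-represented by limma either (adjusted p = 0.461). With a linear trend removed before the G-test as well, 6960 probe sets were called, of which 3886 were among the 4422. Without CT60 to CT65 both tests called 4278, of which 2691 were among the 4422. The remaining pools hold no Fourier frequency at 24 h, so this overlap alone does not show that the calls depend on CT60 to CT65. Limma called the 24 h component in 4208 of the 4422 without these pools, against 4418 with all pools.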

At a false discovery rate [27] of <0.05, over 3000 transcripts were found to oscillate by both statistical tests in liver, while fewer than a dozen were found in NIH3T3 and U2OS cells. 

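Of 5346 probe sets called by both tests at any period length, 82.7% fell between 20 and 30 h, and 470 fell in none of the 3 windows. The fullest bins of 1 h began at 23 h, with 941 probe sets, and 22 h, with 874. Core clock genes had fitted period lengths on both sides of 24 h, from 21.4 h for Bhlhe40 and 21.5 h for Per1 to 24.1 h for Cry1, 25.8 h for Per3 and 28.5 h for Rora. The series spans only 2 cycles, so the length of a single 24 h period is loosely determined. Both tests called none of 8 lymphocyte, 7 neutrophil, 3 erythroid, 4 bile duct, 6 pancreatic acinar or 3 adipocyte markers with 24 h (1 bile duct marker with any probe set of a gene), where limma called the 24 h component in 2, 4, 1, 1, 0 (1 at an unadjusted p under 0.05) and 1, while 2 of 8 Kupffer cell markers (Clec4f and C1qa), 2 of 7 stellate cell and pericyte markers (Col3a1 and Reln) and 1 of 5 hepatocyte markers (Fgb) were called by both tests.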

As expected, the majority of cycling transcripts from liver (and all from NIH3T3 and U2OS cells) had period lengths of approximately 24 h (Figure 1A, Figure 2A and B, Table 1).

**Figure 1:**
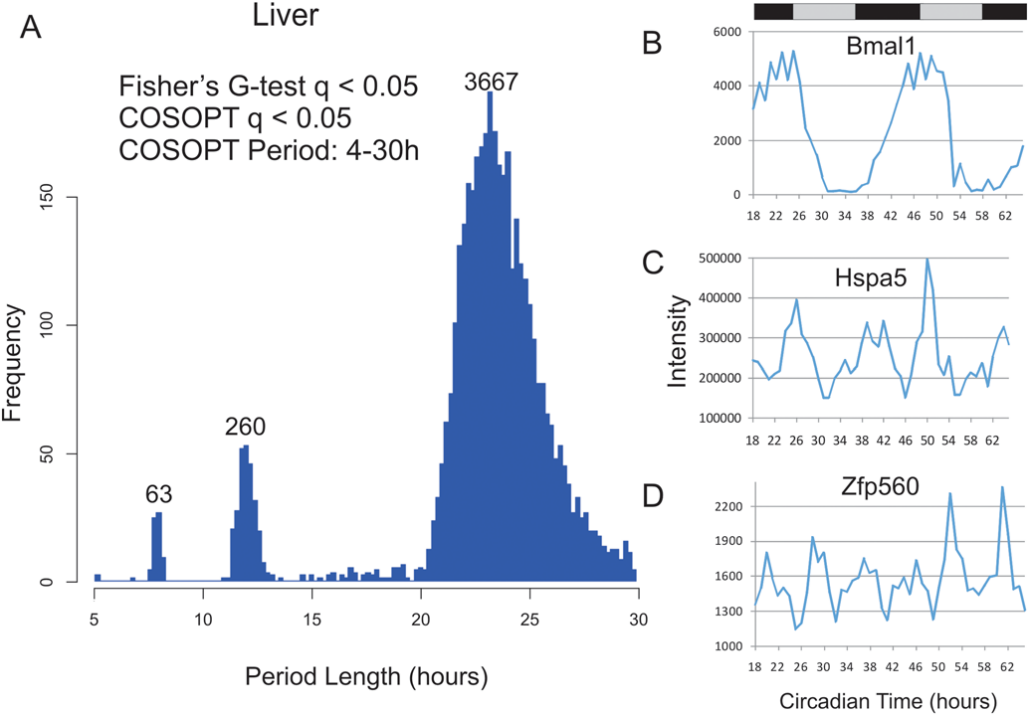
High resolution profiling in the liver identified circadian and sub-ciradian rhythms. Liver samples were collected every hour for 48 h and analyzed with Affymetrix expression arrays. Rhythmic genes were identified using both COSOPT and Fisher's G-test at a false-discovery rate of <0.05. The period length of every rhythmic transcript was plotted as a histogram; clusters of rhythmic genes with period lengths of approximately 24 (>20 and <30 hours), 12 (>10 and <14 hours) and 8-hours (>7 and <9) were observed (A). In panels B–D, the microarray intensity from three examples was plotted against CT time. Bmal1 (B), Hspa5 (C), and Zfp560 (D) expression profiles demonstrate 24, 12, and 8 h period lengths, respectively.

**Figure 2:**
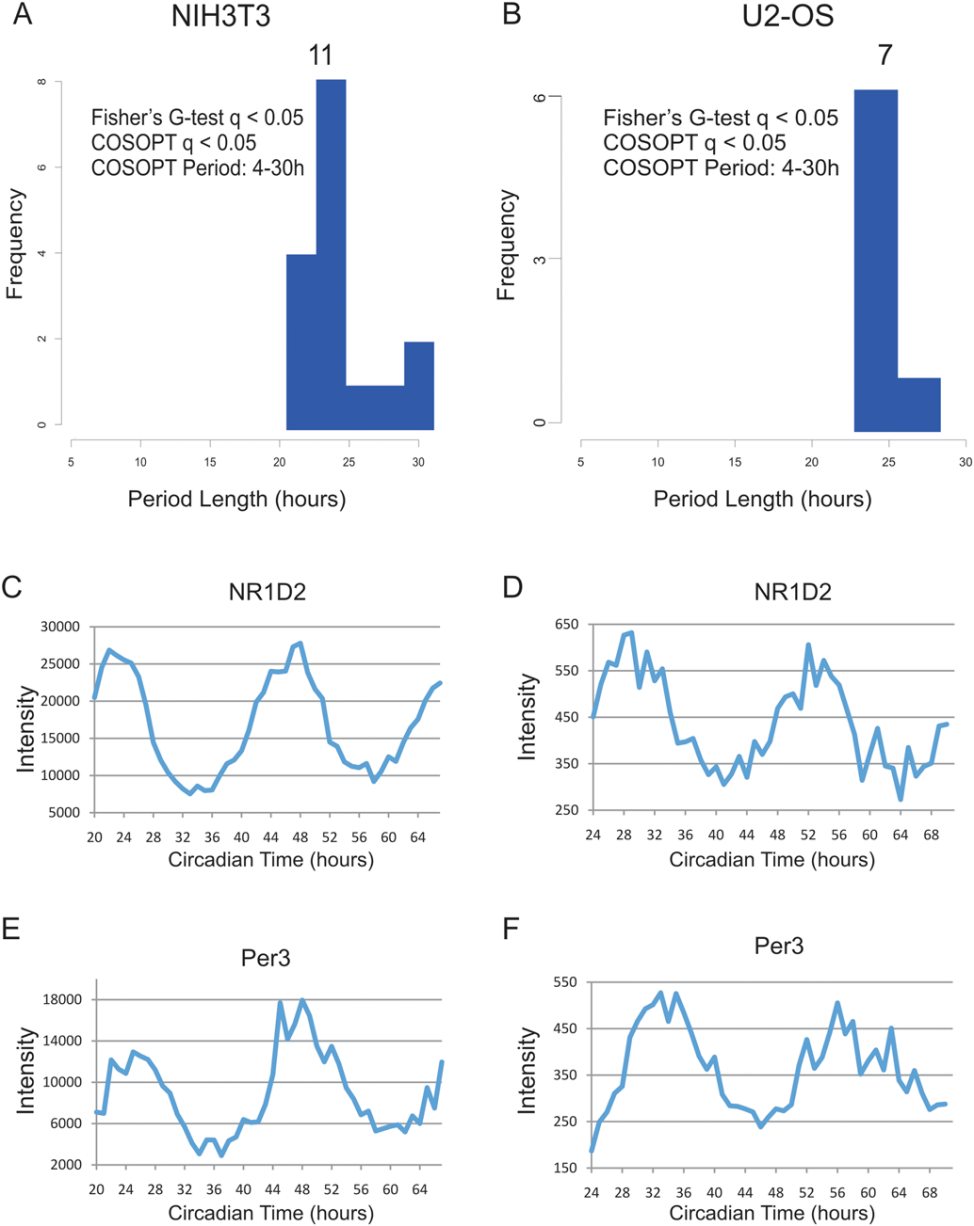
High temporal resolution profiling of NIH3T3 and U2OS cells reveals severely dampened circadian output. NIH3T3 and U2OS cells were grown to confluence and shocked with either forskolin (NIH3T3) or dexamethasone (U2OS) to synchronize their circadian clocks. mRNA samples were collected every h for 48 h and profiled on Affymetrix expression arrays. Rhythmic genes were identified using both COSOPT and Fisher's G-test at a false-discovery rate of <0.05. The period length of every rhythmic transcript was plotted as a histogram (A–B). To demonstrate that core clock genes cycle well in these data sets, panels C–F show the microarray intensity from two representative genes was plotted against CT time for both NIH3T3 and U2OS cells. NR1D2 (C–D) and Per3 (E–F) expression profiles show examples of cycling 24 h genes.

**Table 1:** Summary of COSOPT and Fisher G stats.

Period Length	q-value	Fisher's G	COSOPT	both
**>20 and <30 Hours**	**q<0.1**	5136	6405	4507
	**q<0.05**	4148	5282	3667
	**q<0.01**	2914	3371	2412
**>10 and <14 Hours**	**q<0.1**	573	646	370
	**q<0.05**	435	424	260
	**q<0.01**	229	156	107
**>7 and <9 Hours**	**q<0.1**	256	434	129
	**q<0.05**	141	197	63
	**q<0.01**	48	30	12

COSOPT and Fisher's G-test were performed to identify rhythmic transcripts. The number of cycling genes detected by each algorithm is shown at increasingly stringent false-discovery rates.

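For liver, the G-test called 4601 probe sets in the 24 h class at q under 0.05, 7850 at q under 0.1 and 3002 at q under 0.01. The cosine fit called 20901, 22726 and 11455 at these thresholds, and both tests together 4422, 7658 and 2872. In the 12 h class the G-test called 305, 476 and 152, the cosine fit 1924, 2857 and 684, and both 337, 552 and 161. In the 8 h class the G-test called 85, 192 and 23, the cosine fit 2098, 3216 and 500, and both 117, 278 and 24. The count for both tests can be larger than that of the G-test because the class is set by the period of the cosine fit. Among single genes, the G-test q was 1.28e-16 for Dbp and 1.25e-16 for Cry1 in the 24 h class, 1.42e-05 for Creld2 in the 12 h class and 0.000123 for Zfp560 in the 8 h class. The cosine fit reached its smallest possible p in 4469 probe sets, and the share of probe sets estimated as not rhythmic was 11.8% from its p-values and 81.3% from those of the G-test.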

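Period lengths in liver were not spread evenly below 20 h. Of the probe sets called by both tests, 337 lay between 10 and 14 h, of which 220 lay from 12 to 13 h, and 117 lay between 7 and 9 h. Only 1 was fitted with a period of 9 to 10 h and 2 with 10 to 11 h. By Fourier frequency, the G-test gave 305 probe sets a period of 12 h, 85 a period of 8 h, 139 a period of 16 h, 251 a period of 48 h and 0 a period of 9.6 h. When the order of the 48 pools was scrambled, in the same way for all probe sets, 99 times, the G-test called no probe set in the 12 h or the 8 h window in any scrambling. The scramblings had a stricter p cutoff at this q than the real series, which had 4601 calls at 24 h. Their counts therefore do not exclude chance order. In the limma model 94.7% of the 12 h probe sets had a 12 h component and 59.6% also a 24 h component, and 23.0% of the 24 h probe sets had a 12 h component.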

Strikingly, there were two additional clusters of genes in liver cycling with a frequency two or three times faster than the circadian clock, a second and third harmonic of circadian gene expression (Figure 1A). We identified 260 transcripts that oscillate with a period length of approximately 12 h, and 63 transcripts with a period of approximately 8 h at a false-discovery rate of <0.05. 

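The 337 probe sets called here with a 12 h period included 247 of the 260 in Table S2, and the 117 with an 8 h period included 60 of the 63 in Table S3. Of the 10 genes with the smallest G-test p in the 12 h class, Gramd3, which encodes a GRAM domain protein, came first (q = 1.32e-07), followed by Hspa13, a chaperone of the Hsp70 family (1.26e-06), Nme6 (2.71e-06), Nfxl1 (3.34e-06) and Edem3, which acts in the degradation of misfolded ER proteins (6.83e-06). Nemf, Creld2, Ufl1, Fam98a and the COPII coat gene Sec23b followed, with q of 3.83e-05 or less. The fitted period lengths of these 10 genes ran from 11.8 h for Gramd3 to 12.3 h. In the 8 h class Zfp560 came first, then catalase, Cat (0.000154), Fbxo22 (0.000846), Gcsh (0.00136, at a G-test period of 48 h) and Pole3 (0.00209), followed by Apoa1, Nedd1, Hmox2, Mybbp1a and Eif2ak3, with q of 0.00574 or less. The G-test period of Mybbp1a was 48 h as well. Cat varied by 1.31-fold between the 5th and the 95th percentile of its intensities and Apoa1 by 1.09-fold.
From 24 consecutive pools, both tests called 64 probe sets with 12 h and 17 with 8 h in the first cycle (39 and 12 of these among the 337 and the 117), and 128 and 49 in the second (53 and 8). After quantile normalization of the deposited values 68 probe sets were called with 8 h, of which 45 were among the 117, and with Benjamini-Hochberg adjustment 71. With all pools limma called a 12 h component in 319 of the 337 probe sets and an 8 h component in 90 of the 117. Without CT60 to CT65 it called them in 299 and 63. The G-test gave a period of 8 h to 85 probe sets, so some of the 117 passed that test at another period. The paper concludes that gene expression has harmonics of the circadian rhythm at 12 h and 8 h. It rests this on the clusters of period lengths in liver, on restricted fits and on quantitative PCR.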

Traces from the microarray expression data show examples of 24, 12 and 8 h cycling genes (Figure 1B–D). 

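Arntl, which encodes the clock activator BMAL1, was highest at CT25, at an intensity of 5264.8, and lowest at CT35, at 110.3. Its 24 h component had an amplitude of 2.62 ± 0.13 (log2, standard error) and peaked at CT22.3 ± 0.19, at CT22.3 in the first cycle and CT22.5 in the second. Hspa5, the ER chaperone BiP, was highest at CT50, at 496357, and lowest 4 h earlier, at CT46, at 149899. Its 12 h component had an amplitude of 0.37 ± 0.041 and peaked 2.70 ± 0.21 h after subjective dawn and dusk (limma, adjusted p = 1.7e-07), at 2.40 h in the first cycle and 2.94 h in the second. Zfp560, a zinc finger gene, was highest at CT61, at 2362.7, and lowest at CT25, at 1145.1. Its 8 h component had an amplitude of 0.22 ± 0.030 and peaked at 4.83 ± 0.18 h of each 8 h period (limma, adjusted p = 0.000236), at 4.86 h in the first cycle and 4.76 h in the second.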

Table 1 summarizes the results of this statistical analysis, while the complete list of all liver cycling genes can be found in Tables S1, S2, S3.

Although 24 h transcriptional rhythms are well characterized, to our knowledge there has been no previous studies that either observe or predict the presence of circadian harmonics. Therefore, we took several steps to validate the results of our microarray studies. First, we tested the possibility that these ultradian rhythms may be variants of a 24 h rhythm. To this end, we re-ran COSOPT on both the 12 h genes (n = 260) and the 8 h genes (n = 63) while restricting the possible period lengths to either circadian or ultradian rhythms (Figure S2). We found that in practically every case ultradian period lengths more successfully fit these data than conventional circadian rhythms (median p-values of 0.001 and 0.002 for 12 h and 8 h datasets, respectively). In contrast, circadian period lengths (i.e. >20 and <28 h) dramatically failed to detect rhythms in these data (median p-values of 0.4 and 1.0 for 12 h and 8 h datasets, respectively).

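The ER chaperone, transport and other genes of Table S2 fitted ultradian periods better than circadian ones in nearly all cases. With period lengths restricted to 10 to 14 h, the median p over its 260 probe sets was 0.001, the smallest that 1000 scramblings can give, and 253 of the 260 fitted better there than at 20 to 28 h. For the 63 probe sets of Table S3, restricted to 7 to 9 h, the median was also this smallest p, and all 63 fitted better. The ultradian cosine accounted for a median of 39.3% of the variance of the 12 h probe sets and 37.5% of that of the 8 h probe sets. Both sets had been chosen by their fit to the same pools, so the comparison is not independent evidence.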

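Restricted to circadian periods, the median p was 0.0415 for the 12 h probe sets of Table S2 and 0.270 for the 8 h probe sets of Table S3. Of the 260 probe sets, 136 had a p under 0.05 at these periods, as did 17 of the 63. A circadian cosine accounted for a median of 16.6% of the variance of the 12 h probe sets and 8.45% of that of the 8 h probe sets. Single genes differed widely. In Hspa1b, an inducible Hsp70 whose probe set cannot be told from its near-identical copy Hspa1a, the 24 h component of limma had a peak-to-trough ratio of 3.07, and in Sdf2l1, an ER chaperone partner, of 2.15. In Hspa5 the ratio was 1.28, in Edem3 1.10 and in Nfxl1 1.08. Over the 337 probe sets called here, the 24 h amplitude exceeded the 12 h amplitude in 30 (8.90%).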

Second, to verify experimentally the presence of sub-circadian transcriptional rhythms, an independent time course of mouse liver samples was collected and analyzed using quantitative PCR (qPCR). In this experiment, both core clock and sub-circadian genes oscillated with period lengths in agreement with the original microarray study (Figure S3). Typically, 12 h rhythms showed closer agreement between independent experiments than 8 h rhythms, however, in both cases, there is evidence of agreement between microarray and qPCR profiles.

Third, 48 h collections were made from a number of different tissues, and qPCR was used to examine the gene expression of a handful of known 12-h cyclers from the liver. One transcript, Hspa1b, showed clear 12 h transcriptional rhythms in every tissue tested (Figure 3), indicating that the presence of circadian harmonics is not restricted to the liver. Strikingly, the phase of Hspa1b rhythms was nearly identical between tissues, suggesting a common underlying mechanism. At the same time, gene expression analysis of additional 12 h genes shows that many transcripts revert to 24 h periodicity in tissues outside the liver (Figure S4), suggesting that 12 h rhythms are driven by both systemic circadian cues and local, tissue-specific factors. Interestingy, the expression patterns of Hspa5 and Armet show considerable similarity across multiple tissue types, reinforcing the possibility that these genes (and thus their rhythms) are driven by systemic cues.

**Figure 3:**
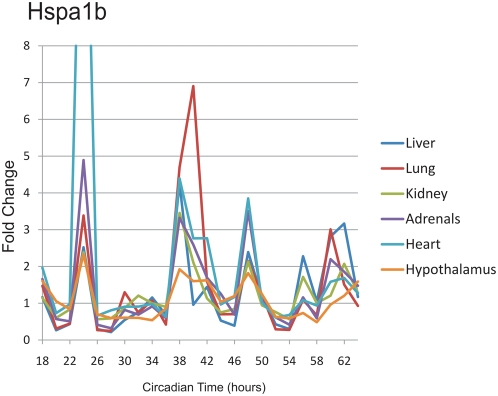
qPCR profiling of Hspa1b reveals 12 h rhythms in multiple tissues. RNA samples from six different tissues were collected at a two-hour resolution between CT18 and CT64. These samples were analyzed using qPCR probes, median normalized, and plotted against CT time. Notably, in every tissue tested, Hspa1b shows four peaks of expression during the 48 h time course; in every case, the phase of these rhythms is invariant between tissues.

These 12 h rhythms were not seen in NIH3T3 or U2OS cells (Figure 2, Tables S4 and S5), nor a second tissue, the pituitary gland, analyzed in the same fashion [24]. The novelty of this observation can be explained in part by the statistical power of the current study. 

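Sampling was thinned by taking every 2nd, 3rd, 4th or 6th pool, with each possible start. At every 2 h, with 24 pools, the G-test called 13 or 5 probe sets with a 12 h period, depending on the start, and 2 or 5 with an 8 h period, and the cosine fit called 30 or 7 and 34 or 4. At every 3 h, with 16 pools, the G-test called 0, 0 or 1 with a 12 h period and 0 with an 8 h period, and the cosine fit called none of either. At every 4 h, with 12 pools, the G-test called none with a 12 h period at any of the 4 starts. It tests no period between 7 and 9 h at this spacing, so it could not call the 8 h class. The cosine fit called 4 probe sets with a 12 h period and 15 with an 8 h period at the start CT19 and none at the other starts, and none at any start when its p came from simulated Gaussian noise instead of scramblings. Spacing and number of pools change together here. From 24 consecutive hourly pools, as many as in a series of every 2 h, the G-test called 61 probe sets with a 12 h period and 20 with an 8 h period in the first cycle, and 124 and 27 in the second.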

Simulations reveal that both 12 and 8 h cycling genes are undetectable by conventional 4 h sampling densities (Figure 4A–B). Moreover, both Fisher's G-test and COSOPT were found to be dramatically underpowered when used at sampling densities less than every 2 h (Figure 4C–D). In contrast, by increasing the frequency of time points to every 2 or 1 h, substantial numbers of additional cycling genes can be detected at low false-discovery rates (Figure 4C–D).

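For transcripts of all period lengths, which include the clock genes and the 24 h metabolic genes, the G-test called 163, 71 and 158 probe sets at every 3 h and 11, 0, 0 and 7 at every 4 h over the possible starts. At every 6 h, with 8 pools, it called 1 at most. The cosine fit called none at every 3 h, and 155 at 1 of 4 starts and none at the other 3 at every 4 h. At every 6 h the cosine fit with scramblings has no usable q-value, because the estimated share of probe sets without rhythm falls to the lowest value allowed and all 45101 probe sets pass. With p-values from Gaussian noise it called 0 there.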

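With all 48 hourly pools the G-test called 5387 probe sets at any period, 11.9% of all, and at every 2 h it called 1064 with the start CT18 and 778 with the start CT19. The cosine fit called 33855 hourly (75.1%), and 2353 and 537 at every 2 h. With Gaussian noise as its null the cosine fit called 15560 hourly, and 910 and 370 at every 2 h. The calls at every 2 h were nearly all of the 24 h class, the class of Arntl, Dbp and Cry1, with 1038 of 1064 and 764 of 778 by the G-test. From 24 consecutive hourly pools the G-test called 2041 probe sets in the first cycle and 7179 in the second, which holds the pools of CT60 to CT65.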

**Figure 4:**
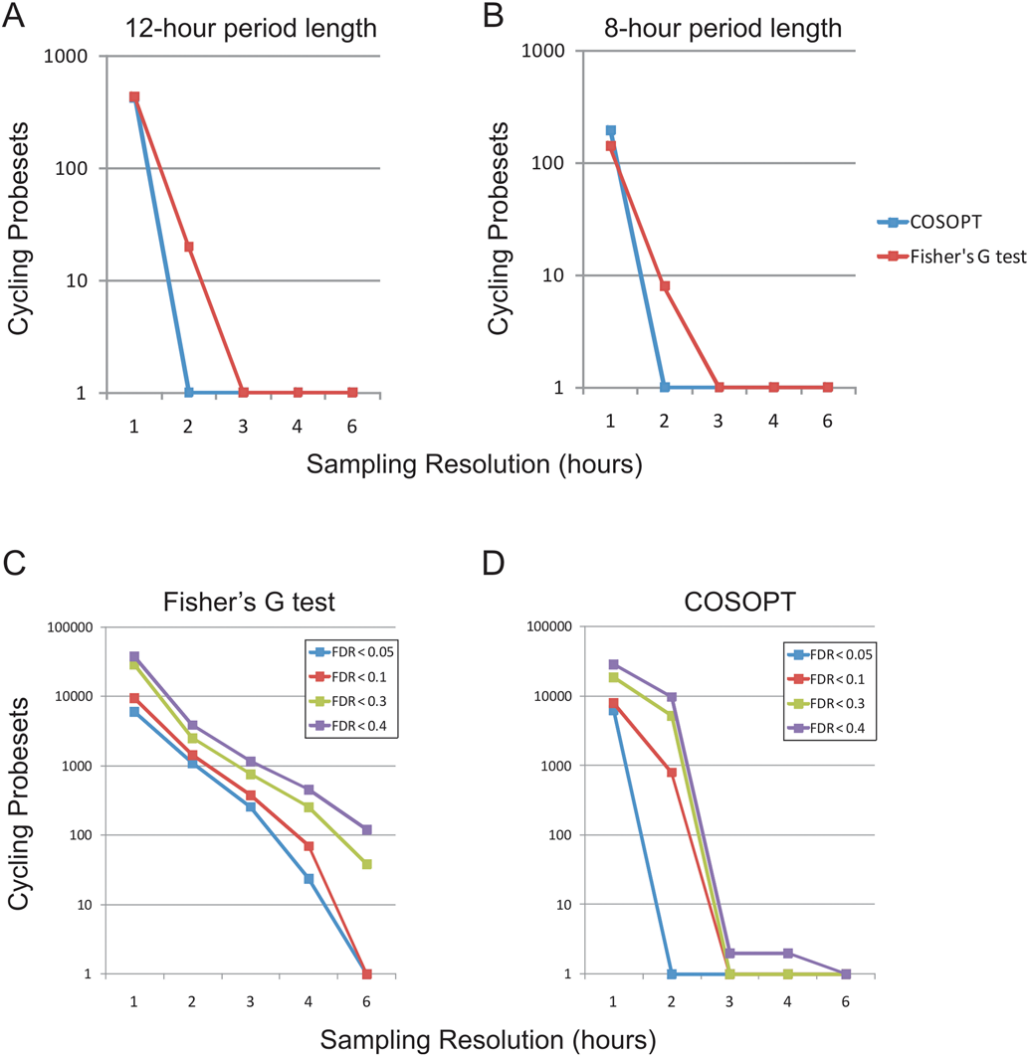
High temporal resolution is required to detect 12 and 8 h rhythms. COSOPT and Fisher's G-test were performed on subsets of the microarray data set to simulate the statistical power of sampling at a 1, 2, 3, 4 or 6 h resolution. The number of rhythmic genes detected at a FDR of <0.05 by either algorithm is plotted against the sampling resolution for 12 h (period >10 and <14) (A) or 8 h genes (period >7 and <9) (B). In each case, one hour sampling resolution is required to optimally detect transcriptional rhythms. Additional simulations revealed that both Fisher's G test (C) and COSOPT (D) detected considerably more rhythmic transcripts of all period lengths when samples were taken at a two-hour resolution or better. At very high FDRs (e.g. <0.4), using single algorithms, a sizable proportion of the genome is found to cycle. This observation underscores the importance of using appropriately low FDRs as well as multiple algorithms to cross-validate cycling genes.

In addition to improving the confidence by which both circadian and sub-circadian genes are identified, a 1 h sampling density increases the precision of phase estimates. 

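Peak times in liver were estimated separately in each cycle. For the 4422 probe sets of the 24 h class, which include Arntl, Per2 and Dbp, the peak times of the first and second cycle differed by a median of 1.24 h, where unrelated times would give 6 h, and 41.6% differed by less than 1 h. The difference in hours was smaller in the faster rhythms, where unrelated times would also differ by fewer hours. In the 12 h class, which includes Hspa5 and Creld2, it was a median of 0.493 h, where unrelated times would give 3 h, and 84.9% differed by less than 1 h. In the 8 h class it was 0.428 h, against 2 h for unrelated times, and 93.2% differed by less than 1 h. Unrelated times would give 8.33%, 16.7% and 25% within 1 h, but the probe sets were chosen by fits over all pools, which favor cycles in phase, so the agreement is in part fixed by that choice.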

At a 4 h resolution, only six different phases can be confidently assigned to circadian genes; in contrast, the current study allows the discrimination of phase differences of as little as 1 h. Consequently, subtle but nonetheless consistent phase differences have been identified between core components of the circadian clock (Figure S5). 

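Peaks of the clock genes lay from CT6.63 to CT13.9 and from CT19.7 to CT0.64. The repressor Nr1d1 peaked at CT6.63 ± 0.16 (standard error, limma) and its paralog Nr1d2 3.14 h later, at CT9.78 ± 0.16. The PAR bZIP factors followed, Dbp at CT10.2 ± 0.13 and Tef 1.38 h after Dbp (standard error 0.26), at CT11.6 ± 0.23. Per3 peaked at CT9.85 ± 0.83, Per1 at CT11.2 ± 0.61 and Per2 at CT13.9 ± 0.25, and the repressors Ciart and Bhlhe40 at CT11.1 ± 0.24 and CT12.3 ± 0.49. Cry1 peaked late in the subjective night, at CT19.7 ± 0.17, and the repressor of D-box genes Nfil3 at CT22.7 ± 0.31. The activator Clock peaked at CT23.0 ± 0.20, 0.70 h after Arntl (standard error 0.28), and Npas2 at CT0.64 ± 0.25, 2.36 h after Arntl (0.31). Rora peaked at CT21.6 ± 0.35 over the series, after Cry1, but at CT17.0 in the first cycle and CT18.8 in the second alone, before Cry1. Arntl and Nfil3 were not told apart (adjusted p = 0.236), nor were Clock and Nfil3 (0.51). Of the 105 pairs among these 15 genes, 92 differed in peak time at an adjusted p under 0.05 (normal test, with the errors of a pair taken as independent although both genes come from the same pools). In 81 of the 92 each cycle alone gave the order of the whole series, and some of the others lie near 12 h apart, where the sign can turn around the clock. Of the 92 pairs 15 were under 2 h apart, and the smallest difference was 0.45 h, between Nr1d2 and Dbp. Cry2 (G-test q = 0.0597) and Hlf (0.076) were not called by both tests, nor were Bhlhe41, Csnk1d and Csnk1e.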

To extend this result, the expression of all cycling genes was median-normalized and plotted as a heat map (Figure 5). 

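The 4422 probe sets of the 24 h class had peaks in every 2 h of the day. The share per 2 h ran from 5.43% to 13.7%, and was highest from CT6 to CT8, where Nr1d1 and the glucocorticoid target Klf9 peaked. A second group lay from CT16 to CT18, with 11.0%. The mean resultant length is 0 for evenly spread and 1 for identical peak times. It was 0.112, and 66 of 99 scramblings of the pools gave one as large (permutation p = 0.67). Each scrambling moved all genes together and kept their correlation, so this p-value does not measure how closely the peaks are gathered. Single genes peaked far apart, with Elovl3, which elongates fatty acids, at CT0.10 ± 0.16, Lpin1 at CT12.0 ± 0.27, Gys2 at CT13.4 ± 0.15, Nampt at CT14.5 ± 0.14 and the choline kinase gene Chka at CT21.8 ± 0.27 (standard errors from limma). With 1 probe set per gene the resultant length over the class was 0.200. Groups of peaks on opposite sides of the day cancel in this length, so a low value does not show an even spread.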

Conventional circadian genes show peak expression levels throughout the day with little bias in their phase (Figure 5A). In contrast, the majority of 12 h genes cluster into a single group with similar phases (Figure 5B). 

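Peaks of the 12 h class were gathered within a few hours of each 12 h period. The hours 1 to 2 h and 2 to 3 h after subjective dawn and dusk held 21.1% and 27.9% of the 337 probe sets. The mean peak time was 2.39 h and the resultant length 0.498, which 4 of 99 scramblings of the pools reached (permutation p = 0.05). The scramblings kept the correlation between genes, with a median length of 0.32. Their p-value does not measure how closely the peaks are gathered. ER and ribosome genes were part of this group, with Dnajb9 at 1.29 ± 0.18 h, Tsr1 at 1.08 ± 0.23 h, Sec23b at 2.78 ± 0.21 h, Manf at 2.76 ± 0.21 h and Yipf5 at 3.05 ± 0.26 h (standard errors from limma). A smaller number peaked on the other side of the period, such as Gramd3 at 6.23 ± 0.19 h, the lipoprotein lipase inhibitor Angptl4 at 8.27 ± 0.26 h, the desmosomal cadherin Dsc2 at 8.07 ± 0.24 h and Cdk2 at 8.71 ± 0.28 h. The 8 h class had a resultant length of 0.237 and a mean peak at 4.76 h of its period. Of 99 scramblings 28 gave a length as large (permutation p = 0.29, with the same limit). With 1 probe set per gene the length was 0.368.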

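Measured from CT0 and CT12, the subjective dawn and dusk, 32.9% of the 337 12 h probe sets peaked within 2 h on either side (95% Wilson interval 28.1% to 38.1%, which takes probe sets of the same pools as independent), where evenly spread peaks would give 33.3%. Within 1 h the share was 11.6%, against 16.7% for even spread, and within 3 h it was 63.8%, against 50%. The most filled hours lay after the transitions, from 1 to 3 h, and only 1 probe set peaked from 2 to 1 h before them and 3 in the last hour before. Of the heat shock genes, Hspa1b peaked at 1.43 ± 0.18 h and Hspa8 at 2.26 ± 0.15 h. The growth inhibitor gene Ing1 peaked at 0.39 ± 0.24 h, and Cog3, of the Golgi complex COG, at 0.62 ± 0.26 h. Without CT60 to CT65, 38.6% of the 337 peaked within 2 h.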

Interestingly, the peak of most 12 h genes coincides with dusk and dawn, suggesting that these genes may anticipate the stress of these daily transitions in light and darkness.

**Figure 5:**
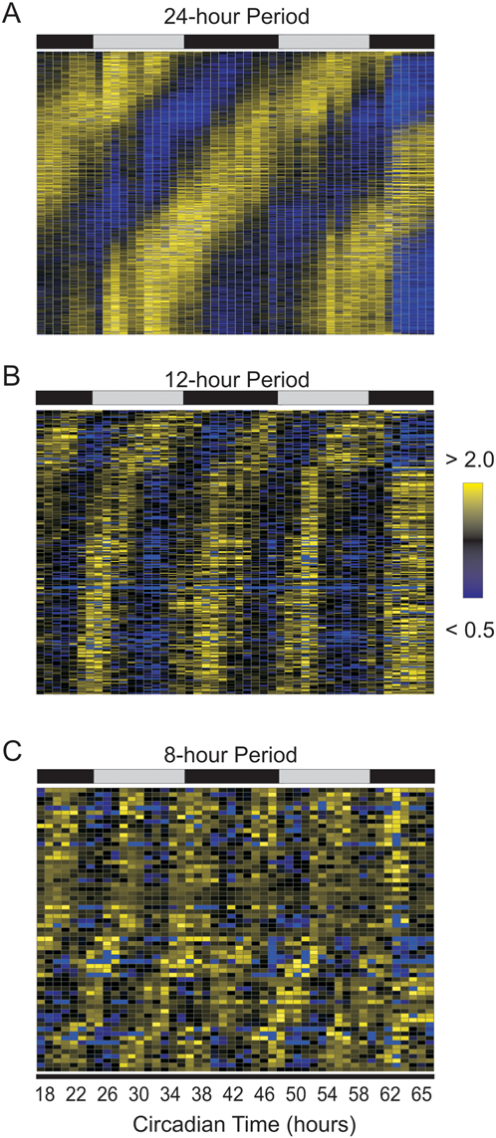
The peaks of 12 h cycling genes correlate with subjective dusk and dawn. Rhythmic transcripts detected by COSOPT and Fisher's G-test at a false-discovery rate of <0.05 were median-normalized and plotted as a heatmap for 24, 12 and 8 h cycling genes (A–C). Bright yellow represents expression 2-fold greater than median levels while bright blue represents expression less than 50 percent of median levels. The time of peak expression of 24 h cycling genes show a roughly equal distribution over the course of a day; in contrast, the peak expression of both 12 h rhythms are biased to specific times each day.

Similarly to transcripts with the circadian rhythm, 12 h rhythmic transcripts are involved in a number of different pathways and processes (Table S6). 

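Genes of ribosome assembly and protein folding were called with a 12 h period more often than other genes. Of 21 ribosome biogenesis genes 7 were called (8 adjusted over the list alone, exact test, adjusted p = 1.25e-08, Fisher's exact test over genes, two-sided), among them Tsr1, Wdr75, Nop56 and Wdr12, which act in the assembly of ribosomal subunits. Another 4 members, Ncl, Nob1, Nop58 and Npm1, were called with 24 h. Of 19 heat shock genes 4 were called with 12 h (4 adjusted over the list alone, exact test, adjusted p = 0.000221): Hspa13, Hspa1b, Hspa8 and Dnajb4. Hspa1b was highest at CT38 and lowest at CT28, and its probe set cannot be told from Hspa1a. In metabolism a single member each was called of the cholesterol list (Insig1, 1 of 16), of fatty acid and triglyceride synthesis (Gpam, 1 of 15) and of fatty acid oxidation (Angptl4, 1 of 14; exact tests, adjusted p = 0.44 for each). Both tests called none in the core clock, bile acid, apolipoprotein, gluconeogenesis, glucocorticoid or xenobiotic lists, though with any probe set of a gene they called 2 core clock genes and 1 glucocorticoid target. By limma a 12 h component was called in 13 of 20 core clock, 2 of 9 bile acid, 1 of 15 apolipoprotein, 5 of 12 gluconeogenesis, 4 of 10 glucocorticoid and 1 of 11 xenobiotic genes. The lists were written after Table S2 had been read, and the 7 ribosome genes and 3 of the 4 heat shock genes are in it, so their enrichment is not independent evidence.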

Ingenuity pathway analysis reveals that a number of 12 h rhythmic genes are integrally involved in regulating cell division and protein processing while 8 h rhythms may be involved in NF-kB signaling and lipid metabolism (Figure S6). 

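Genes of protein processing and cell division were called with a 12 h period more often than other genes. Of 41 genes of ER to Golgi transport and the signal recognition particle, 14 were called (15 adjusted over the list alone, exact test, adjusted p = 1.87e-16, Fisher's exact test over genes, two-sided), against 1.10% of all genes. They included Sec23b, of the COPII coat, highest at CT50 and lowest at CT31, the cargo receptor Tmed3 (3.24-fold between the 5th and the 95th percentile), Srp19 and Arfgap3. Of 34 ER chaperones and genes of the unfolded protein response, 8 were called (8 adjusted over the list alone, exact test, adjusted p = 1.48e-08), among them Creld2, Manf (3.54-fold), Dnajb9 (3.71-fold) and Hspa5 (2.46-fold). Their regulator Xbp1 was not called in any class (G-test q = 0.16). Of 31 cell division genes 8 were called (8 adjusted over the list alone, exact test, adjusted p = 1.1e-08): the kinase gene Cdk2, Cks1b, Ing1 and Ccng1 had the smallest G-test p of these. Other members, such as Wee1, which restrains entry into mitosis, and Cks2, were called with 24 h. All 14 transport genes, 7 of the 8 ER genes and the 8 cell division genes called are also in Table S2, which had been read when the lists were written, so the enrichment is not independent evidence. The 6 pancreatic acinar markers had a median 12 h amplitude of 0.51 on the log2 scale, against 0.11 for the transport list, but limma called a 12 h component in 0 of them (0 at an unadjusted p under 0.05).

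**Figure D1:**
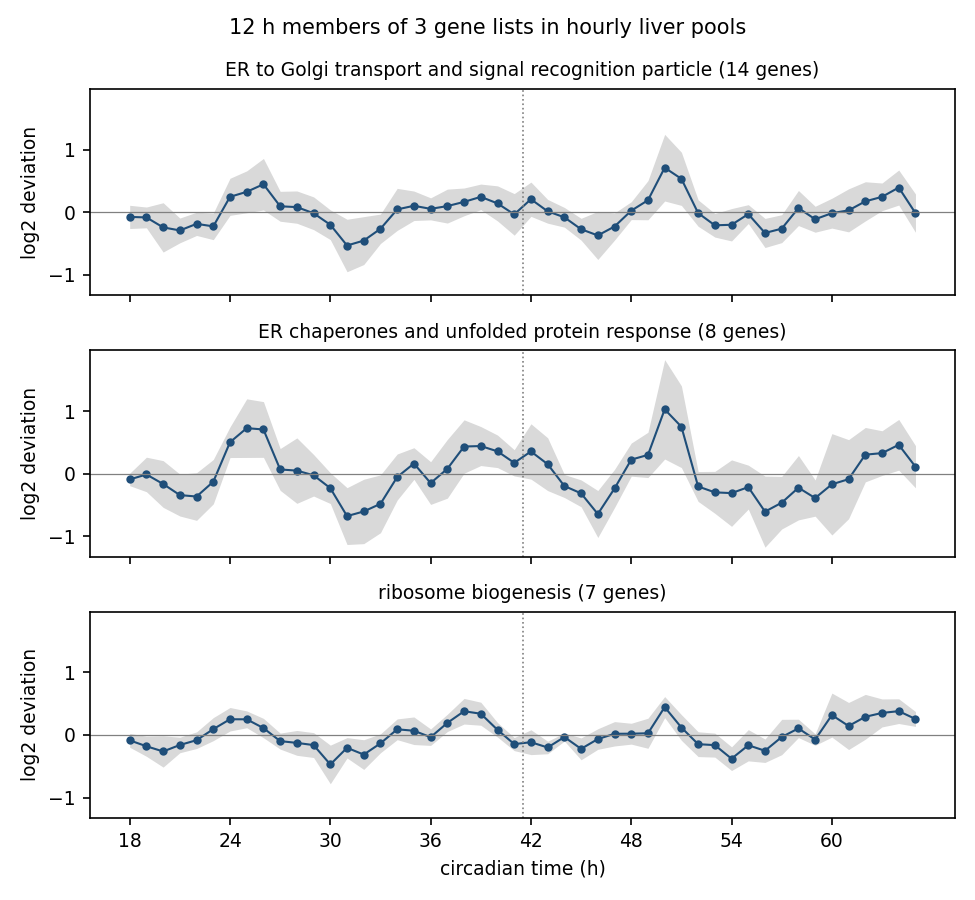
Mean deviation of log2 intensity from each gene's own mean (vertical axis) against circadian time in h (horizontal axis) for the 12 h members of 3 gene lists. Points are hourly pools, the band is 1 SD over genes and the dotted line parts the cycles. All 3 means were highest at CT50 within the hours CT42 to CT53, at 0.71 for transport, 1.03 for ER chaperones and 0.44 for ribosome biogenesis genes.

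With an 8 h period, 2 of 15 apolipoprotein and lipoprotein genes were called (2 adjusted over the list alone, exact test, adjusted p = 0.0378), Apoa1 and Apoa2, the main proteins of HDL. Both are in Table S3, their folds were 1.09 and 1.11, the 8 h component of limma was called in 1 of them without CT60 to CT65 and in 0 after quantile normalization, and the list was not over-represented among the brightest genes (adjusted p = 0.123) or when any probe set of a gene counted (0.0858). Eif2ak3 and Creb3l2, which act in the unfolded protein response, were the 2 of 34 ER genes called with 8 h (4 adjusted over the list alone, exact test, adjusted p = 0.0965). Of 20 NF-kB signaling genes both tests called none with 8 h (limma called an 8 h component in 1, and in 2 adjusted over the list alone). Another 2, Ikbke and Irak2, were called with 12 h (2 adjusted over the list alone, exact test, adjusted p = 0.0781). The paper's networks came from Ingenuity and joined rhythmic genes of 24, 12 and 8 h. A count over this list of pathway members therefore does not test its NF-kB network.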

Taken as a whole, however, available annotations suggest that sub-circadian rhythms regulate a broad spectrum of cellular physiologies.

Like circadian transcripts, the majority of 12 and 8 h genes in the liver oscillate with between 1.5 and 4-fold amplitude (Figure S7). However, core components of the circadian clock (e.g. *Bmal1* and *Per2*) cycle with exceptionally strong amplitudes, while most 12 and 8 h oscillatory transcripts rarely demonstrate greater than 10-fold amplitudes. In addition, unlike circadian transcripts, many 12 h genes show differences in amplitude between their morning and evening peaks, which suggests the possibility that different physiological signals are responsible for driving the twice-daily peaks of 12 h rhythms (Figure S8).

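Amplitude was measured as the 95th over the 5th percentile of the 48 intensities. The median was 1.98-fold in the 24 h class, 1.85-fold in the 12 h class and 1.58-fold in the 8 h class. Between 1.5 and 4-fold lay 72.3% of the 24 h probe sets, 81.3% of the 12 h probe sets and 59.8% of the 8 h probe sets (95% Wilson intervals 71.0% to 73.6%, 76.8% to 85.1% and 50.8% to 68.3%, with probe sets taken as independent), and 40.2% of the 8 h probe sets lay under 1.5-fold. Of the 40225 probe sets of no class 30.4% lay between these bounds. In the 12 h class the ER transport genes Gosr2, Yipf5 and Srp19 varied by 1.43, 1.59 and 1.85-fold and the GDP-mannose enzyme gene Gmppb by 3.58-fold. The measure includes noise, since the percentile ratio spans all pools. By the peak-to-trough ratio of the fitted cosine, 45.3%, 29.1% and 5.98% of the 3 classes lay between 1.5 and 4-fold, and between the 10th and the 90th percentile 64.1%, 65.0% and 35.0%.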

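Arntl varied by 39.9-fold between the 5th and the 95th percentile and Per2 by 13.2-fold. The low values of Arntl lie near the background, so its ratio is uncertain. Dbp had the largest ratio of all 24 h probe sets, 290-fold, and the deubiquitinase gene Usp2, at 78.5-fold, the deadenylase gene Noct, at 35.4-fold, Nr1d1, at 21.0-fold, and Nr1d2, at 12.6-fold, were also above 10-fold. Other clock genes were not, with Cry1 at 8.08-fold, Clock at 3.66-fold, Per3 at 3.56-fold and Per1 at 2.82-fold. In the 24 h class 62 of 4422 probe sets (1.40%) exceeded 10-fold. In the 12 h class 3 of 337 did, all of them probe sets of Hspa1b, with a largest value of 16.8-fold and 11.7-fold in the probe set of highest mean. After it came, with 1 probe set per gene and among the named genes, Creld2 (6.68-fold), Arfgap3 (5.64-fold) and Sdf2l1 (5.04-fold). In the 8 h class none of 117 exceeded 10-fold, and the largest ratios were those of Creb3l2 (3.66-fold), Ada (2.61-fold) and Eif2ak3 (2.53-fold). By the peak-to-trough ratio of the fitted cosine, 24, 0 and 0 probe sets of the 24, 12 and 8 h classes exceeded 10-fold. Between the 10th and the 90th percentile 32, 1 and 0 did.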

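Morning and evening levels were compared between 10 pools within 2 h of subjective dawn (CT22 to CT26 and CT46 to CT50) and 10 within 2 h of subjective dusk (CT34 to CT38 and CT58 to CT62), with the cycle as a covariate. Of the 337 12 h probe sets, 45 differed (limma, adjusted p under 0.05 over the 337), 23 higher at dawn and 22 higher at dusk. Sdf2l1 was higher at dawn by 1.195 on the log2 scale (limma, adjusted p = 0.00441), as was the phosphate transporter gene Slc34a2 by 1.26 (0.00974). Angptl4 was lower at dawn, with a difference of -1.12 (0.0195), as was Ing1, with -0.26 (0.0265). Not called were Creld2, with a difference of 0.57 (0.415), Hspa5, with 0.30 (0.279), and Sec23b, with 0.09 (0.758). In the first cycle alone 30 were called and in the second alone 0, where 42 had an unadjusted p under 0.05. A difference between the cycles in the dawn to dusk contrast was called in 0 of the 337 (11 with an unadjusted p under 0.05). With windows of 3 h 31 were called. Only 32.9% of the 337 peaked within 2 h of subjective dawn or dusk, and Hspa5 and Angptl4 did not. The contrast therefore compares levels near dawn and dusk, and does not test the heights of the morning and evening peaks.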

To test whether 12 h rhythms persist in the cultured cells, we compared their expression profiles in commonly used models of the autonomous circadian clock, NIH3T3 and U2OS cells. Using the same statistical analysis as above, neither 12 nor 8 h rhythms were detected in either cell line and fewer than a dozen (mostly core clock components and first order clock controlled genes) showed clear circadian oscillations (Figure 2, Table S4, S5). This paucity of cycling output genes was not due to poor oscillator function, as clear rhythms in reporter gene expression could be seen in parallel experiments (Figure S1). Most importantly, the RNA expression profiles of core circadian genes showed amplitudes of oscillation in agreement with previous studies of circadian cell lines (Figure 2, online supplemental data) [17],[29],[30]. Although core-clock components oscillated as expected, the amplitude of individual components was dampened relative to their profiles in liver and there was no evidence for sub-circadian rhythms (Figure S9, Tables S4, S5). This result was validated using an independent sample collection and qPCR (Figure S10). When compared to high-resolution circadian profiling of the liver and pituitary [24], these data indicate that NIH3T3 and U2OS cells recapitulate the oscillations of core clock components, but fail to adequately maintain robust circadian transcriptional output seen *in vivo* (Figure S11).

An obvious caveat to this observation is the possibility that tissue-specific cues may drive sub-circadian oscillations in hepatocytes, but not in fibroblasts or osteosarcoma cells. To examine this, disassociated cultures of primary hepatocytes were prepared from *Per2:Luc* [9] mice and synchronized with dexamethasone. Real-time imaging of luciferase (Figure 6A) as well as qPCR of core clock genes (Figure 6B–E) demonstrated their oscillations with a period of approximately 24 h. The gene expression pattern of Per2 may reflect its role as an immediate early gene; however, the expression patterns of Bmal1, Dbp and Nr1d1 all suggest the presence of an oscillating 24 h clock. Similar to NIH3T3 and U2OS cells, the amplitude of the core clock genes in this system is dampened relative to samples taken from intact liver *in vivo*. However, 12 h oscillations were either severely dampened (Figure 6F) or entirely absent (Figure 6G–M, statistical analysis: Table S7). Combined with the results from NIH3T3 and U2OS cells, these data show dampening of both circadian rhythms and their harmonics in three different isolated cellular models. Given the sensitivity of gene expression assays, it is impossible to distinguish between loss of harmonic oscillations and extremely low amplitude cycling, but for practical purposes, these cellular models are not useful for the study of ultradian rhythms.

**Figure 6:**
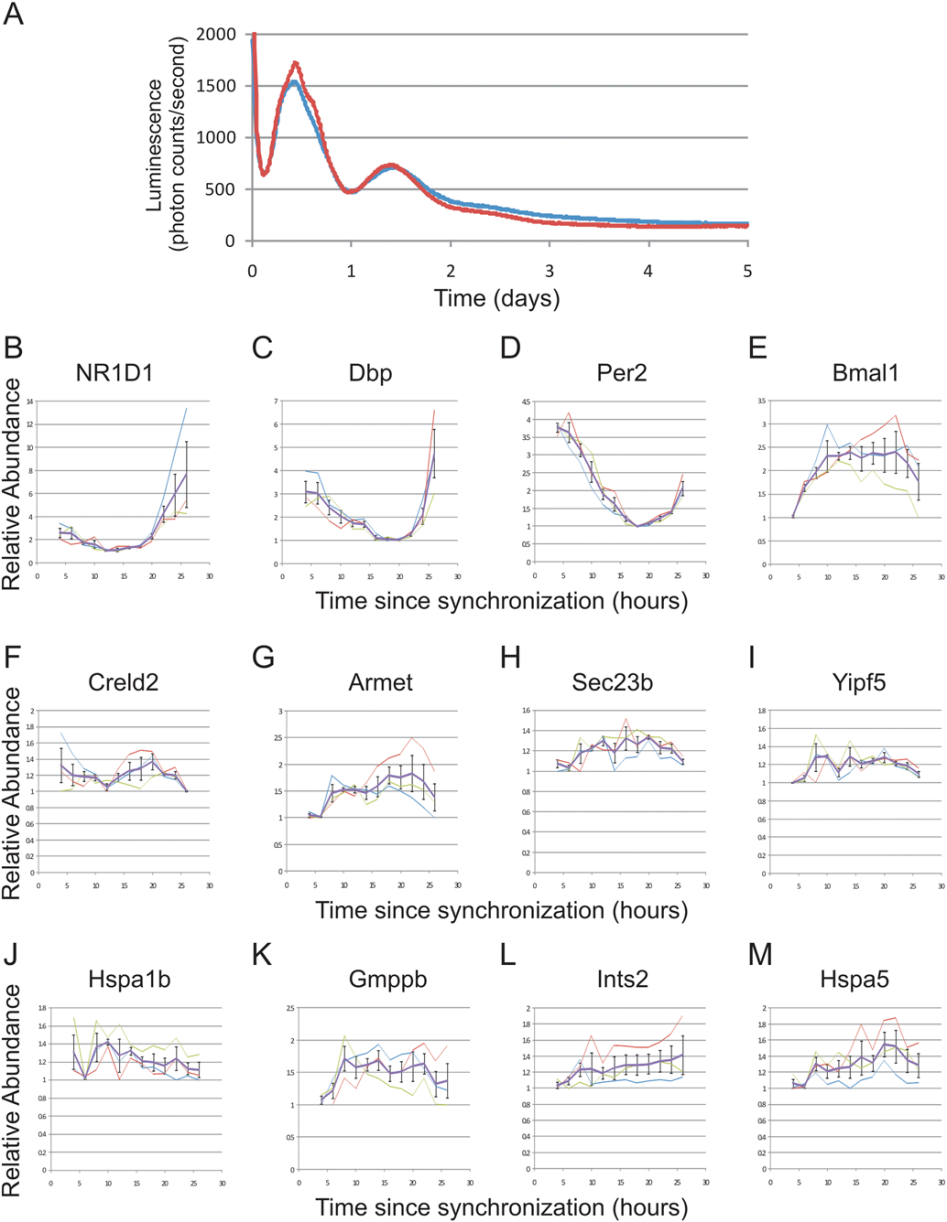
12 h rhythmic transcription is dampened in *ex vivo* hepatocytes. Primary hepatocytes were prepared from *Per2-luciferase* mice and shocked with dexamethasone to synchronize their circadian clocks. Real-time luciferase measurements revealed a circadian oscillation which dampens over the course of three days *in vitro* for two replicates shown in red and blue (A). Starting four h after dexamethasone shock, mRNA samples from these cells were collected every two h for an entire day and quantitative PCR was used to assess the levels of endogenous mRNAs. Core clock genes, including NR1D1, Dbp, Per2 and Bmal1, were rhythmic over the analyzed time points (B–E); however, 12 h genes were either severely dampened (F) or were completely arrhythmic (G–M). Error bars are +/−S.E.M.; thick purple traces represent the average of three replicates, thin traces show the result of each individual replicate.

Food metabolism represents a candidate driver of these cues. To address this, we examined 12 h transcripts in a restricted feeding paradigm. Under normal circumstances, mice feed almost exclusively during the night and generally have a larger meal shortly after lights out [31]. In this restricted feeding design, the availability of food is restricted to an 8 h time window during the subjective day, when mice are normally asleep and not eating. Previous experiments have shown that core clock components in the liver invert their phase by 12 h during restricted feeding [32]. We tested the expression pattern of 12 h genes using quantitative PCR and found that seven of the eight genes dramatically changed their expression patterns in response to restricted feeding, while one transcript became entirely arrhythmic (Figure 7 and data not shown). These genes maintained peak expression at approximately CT26, coinciding with feeding; however, the subjective evening peak was largely absent. Taken as a whole, these data support the hypothesis that at least one component of 12 h rhythms are driven by feeding.

**Figure 7:**
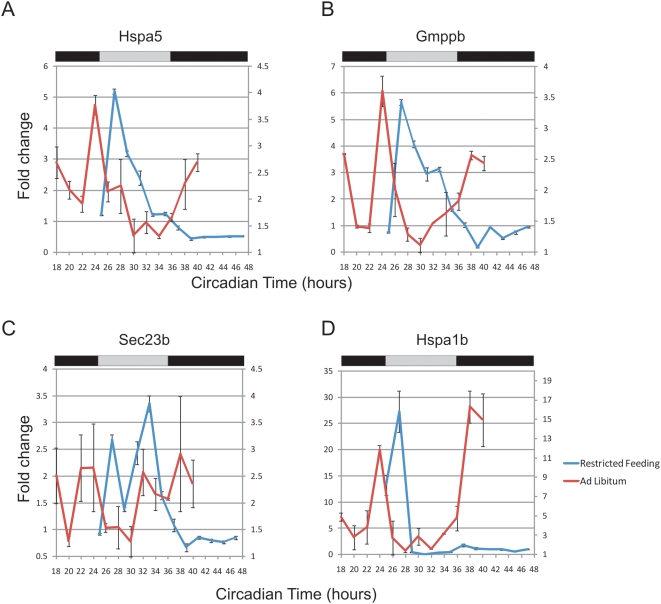
Restricted feeding changes the periodicity of 12 h rhythms. Mice were held in a restricted feeding paradigm (see Methods) and liver samples were collected every 2 h. Quantitative PCR was used to assess the transcriptional profile of eight genes: Hspa5 (A), Gmppb (B), Sec23b (C), Hspa1b (D), as well as Gramd3, Creld2, Gosr2 and Ints2 (data not shown). When compared to samples from ad libitum fed mice (red traces, right axis), restricted feeding samples (blue traces, left axis) showed only a single peak of expression over the course of a complete day (Error bars are +/−S.E.M.).

## Discussion

Here we have used genome-scale RNA profiling to identify and compare rhythmic transcripts from mouse liver and two models of the autonomous circadian clock, NIH3T3 cells and U2OS cells, at a 1 h time resolution. To detect rhythmic genes, we have employed a pair of statistical algorithms with different underlying principles to score every transcript for evidence of rhythmicity without bias to period length or amplitude. Our simulations indicate that increasing the sampling resolution of circadian profiling studies dramatically increases the confidence with which cycling genes can be detected and minimizes both false positive and false negative observations (Figure 4). To stimulate use by biologists, these data have been made available to the public by depositing raw data in GEO and using a web-based interface http://bioinf.itmat.upenn.edu/circa/mouse.

It is our hope that this resource will fuel additional investigations into mechanisms of physiological rhythms. For example, these data may be used to identify candidate rhythmic genes which may govern behavioral or physiological rhythms. Alternatively, these data may suggest that a given gene or pathway has a previously unsuspected circadian component to its transcription or mRNA abundance. In either case, the cost of false-positives in our dataset would be considerable in terms of time and resources spent following bad leads.

Therefore, to be most useful to future studies, we have employed the q-value statistic based on the concept of false-discovery rate [27],[28] to estimate the likelihood that a given transcript identified as cycling is in actuality non-rhythmic. q-values for every transcript in this study are available on the web-based interface described above. For the purposes of this manuscript, we have chosen to estimate the total number of cycling genes in each dataset using a q-value threshold of <0.05. In the liver, this confidence level allowed the detection of over 3000 cycling transcripts. Unexpectedly, fewer than a dozen cycling genes were detected using the same statistical paradigm in NIH3T3 and U2OS cells, in contrast with previously published work [17],[29],[30]. We suggest that the increased statistical rigor enabled by higher density profiling has led to both fewer false positives and negatives in detection of oscillating genes. Consistent with this notion, we sampled our data at a 4 h resolution, did not account for multiple testing, and found similar levels of oscillating transcription as reported in previous studies (Table S8). However, when corrected for multiple testing, most of these transcripts are not considered significant at a false-discovery rate <0.05. In other words, they may truly be cycling, but not at that false discovery rate, which allows for only one false positive picked amongst 20 truly cycling transcripts. As the majority of detected cycling genes in these cells are either core clock components or 1^st^ order output genes, we are convinced that these cells will continue to be a fruitful model for studies of circadian clockwork. However, the relative paucity of rhythmic genes in cultured cells is cause for caution regarding studies of circadian output in these systems.

Genetic and epigenetic variations accumulated over many years *in vitro* may account for the loss of robust circadian output in these cell lines. Additionally, the isolation of these cells from circulating cues normally found *in vivo* may contribute to this phenotype. Based on the loss of amplitude of clock oscillations we observed in disassociated hepatocyte cultures (Figure 6), we speculate that *in vitro* techniques to synchronize cultured cells may insufficiently reproduce systemic cues that synchronize and drive rhythmic gene expression *in vivo*. Recently, Schibler and colleagues have shown that the peripheral clock oscillations are necessary for most circadian output [8]. This elegant study, however, does not address the sufficiency of these autonomous cellular models to generate robust rhythmic transcripts. In combination with the results of the Schibler group, we suggest the possibility that robust circadian output in the liver may depend on the combination of an intact peripheral clock as well as circulating, rhythmic cues found in intact animals.

Surprisingly, during the course of this investigation, we discovered second and third harmonics of circadian gene expression in liver and using qPCR subsequently validated 12 h rhythmic transcription in liver as well as in several other peripheral tissues. Several lines of evidence suggest that these rhythms are driven by systemic, circulating cues rather than distinct self-sustained molecular clocks. First, similar to circadian output in NIH3T3 and U2OS cells (Figure 2), 12 h oscillations are dramatically dampened in *ex vivo* hepatocytes (Figure 6), consistent with the possibility that external signals synchronize and/or reinforce these rhythms *in vivo*. Furthermore, systemic cues triggered by restricted feeding substantially change the expression pattern of a subset of these genes by eliminating the evening peak of expression (Figure 7). We speculate that 12 h transcriptional rhythms may be generated by changes in behavior and stress-levels coincident with phase-transitions, and may thus provide an advantage to organisms that need to anticipate dusk and dawn. In this model, two or more physiological rhythms with a 24 h period (e.g. feeding behavior) may integrate to generate ultradian rhythms in peripheral tissues. These cues need not be transcriptional, one could envision a transcriptional rhythm of 24 hours intersecting with an out of phase 24 h RNA degradation rhythm producing apparent 12 h rhythms in transcript levels. Interestingly, a number of proteins involved in mediating endoplasmic reticulum (ER) stress, including hsp70 and the transcription factor XBP1, have been independently shown to oscillate at the protein level with 12 h period lengths (F. Gachon, personal communication). Taken together, these data suggest an attractive hypothesis that feeding behavior and food metabolism may regulate 12 h rhythms via the ER stress machinery.

Our investigations have also shown that at least one gene, Hspa1b, also known as HSP 70-2, a heat shock factor that also regulates many processes including immune system function and metabolism, cycles with a 12 h period in at least six different tissues (Figure 3). These data strongly suggest that ultradian transcriptional rhythms have importance beyond the liver. However, the prevalence of non-24 h rhythms in additional peripheral tissues as well as the extent to which they depend on the tissue-autonomous circadian clock remain open questions and the subject of further investigation. Importantly, these data demonstrate the existence of non-24 h biological rhythms and a screening methodology by which to discover them. Finally, these data emphasize the idea that robust rhythms *in vivo* are a product of interactions between autonomous circadian clocks and systemic cues that are difficult to replicate *in vitro*.

## Materials and Methods

### Circadian Tissue Collection

Collection of liver time points was performed as previously described [14]. Briefly, 6-week-old male C57BL/6J mice (Jackson) were housed in light-tight boxes and entrained to a 12 h light, 12-h dark schedule for one week before being switched to complete darkness. Starting at CT18, 3–5 mice were sacrificed in the dark per time point. Liver samples were quickly excised and snap-frozen in liquid nitrogen. Mice under a restricted feeding regiment were allowed access to food between ZT1 and ZT9. To prevent hoarding of food, the mice were subject to cage changes twice a day, alternating between feeding and fasting cages. Control animals were similarly handled, with the exception that food was present in both cages. All animal experiments were performed with the approval of the Institutional Animal Care and Use Committee.

### Microarray Analysis

Liver and cell samples were homogenized in Trizol (Invitrogen) and RNA was extracted with RNeasy columns using the manufacturer's protocol (Qiagen). RNA expression for the liver and NIH3T3 cells was assayed using Affymetrix Mouse Genome 430 2.0 array and data were extracted using GCRMA implemented in ‘R’. Present/absent calls were made using MAS5 in Expression Console (Affymetrix) for Mouse Genome 430 2.0 arrays; liver arrays had an average of 18,581 present transcripts (41.2%), NIH3T3 arrays had an average of 29,220 present transcripts (64.8%). Samples from U2OS cells were analyzed on Affymetrix Human Gene 1.0 ST arrays and the data was extracted using Expression Console (Affytmetrix). Present/absent calls were made using RMA in Expression Console (Affymetrix) at an exon level; U2OS arrays had an average of 68,169 present transcripts (26.5%). COSOPT and Fisher's G-test were performed as described [24], and the raw data and statistics were complied into an Access database (Microsoft). All .cel files are available from GEO (liver accession = GSE11923, NIH3T3 accession = GSE11922, U2OS accession = GSE13949) and microarray data are available in a web-based interface at http://bioinf.itmat.upenn.edu/circa/mouse/.

### Quantitative PCR

1 µg total RNA was used to generate cDNA with the High Capacity cDNA Archive Kit using the manufacturer's protocol (Applied Biosystems). Quantitative PCR reactions were performed using iTaq PCR mastermix (BioRad) in combination with gene expression assays (Applied Biosystems) on a 7800HT Taqman machine (Applied Biosystems). Importin 8 (Mm01255158_m1) was used as an endogeneous control for all experiments. Primer and probe information is available from the manufacturer's webpage: Bmal:Mm00500226_m1, Dbp:Mm00497539_m1, Gramd3: Mm00509320_m1, Gmppb:Mm00626032_g1, Gosr2:Mm00444711_m1, Hsap5:Mm00517691_m1, Hspa1b: Mm03038954_s1, Sec23b:Mm00444887_m1, Ints2:Mm00660825_m1, Yipf5:Mm00834912_g1, Creld2:Mm00513021_m1 (Applied Biosystems). All data were analyzed using RQ manager v1.2 (Applied Biosystems).

### Cell Culture

NIH3T3 cells (ATCC) were grown to confluence and synchronized with 10 µM forskolin (Sigma). U2OS cells were grown to confluence and schocked with 0.1 µM dexamethasone (Sigma). Transfections were performed with Fugene HD using the manufacturer's protocol (Roche). Primary hepatocytes were extracted from Per2-luciferase mice [9] as previously described [33], cultured on collagen coated plates (BD Biosciences) in DMEM (Gibco) supplemented with 10% FBS (Hyclone) and synchronized with 0.1 µM dexamethasone (Sigma) after 48 h *in vitro*. Cells were homogenized in Trizol (Invitrogen) and snap frozen in liquid nitrogen at the indicated time points. For lumicycle analysis, cells were cultured in DMEM supplemented with 10% FBS (Hyclone), 10 mM HEPES (Gibco), and 0.1 mM Luciferin, sealed in 35 mm tissue culture dishes and analyzed using a Lumicycle (Actimetrics).

## Supporting Information

Figure S1 Synchronization of NIH3T3 and U2OS cells. NIH3T3 (A) and U2OS cells (B) transfected with a *Bmal1:luciferase* reporter gene (transiently for NIH3T3 cells and stably for U2OS cells) were grown to confluence. Background signal was de-trended using LumiCycle software (Actimetircs) and real-time luciferase measurements revealed a strongly oscillating circadian clock which dampens over the course of three days in vitro. Two replicates shown in red and blue demonstrate the reproducibility of phase and period length for replicate cultures synchronized in parallel. Note that the phase difference between NIH3T3 (A) and U2OS (B) cells is consistent with the RNA profiling shown in Figure 2.
(0.69 MB TIF) Click here for additional data file.

Figure S2 24 h rhythms fail to adequately fit either 12 or 8 h cycling transcripts. In order to test whether 12 and 8 h genes are variants of the 24 h rhythm, COSOPT was used to measure the quality of fit between these genes and cosine curves of different period lengths. Using circadian period lengths (i.e., >20 and <28 h), we found the median p-value of 0.401 for 12 h genes (A) and 1.00 for 8 h genes (B). In contrast, shorter rhythms (>10 and <14 h for 12 h genes and >7 and <9 for 8 h genes) closely fit these data (median p-values of 0.001 and 0.002, respectively). Note in particular the logarithmic scale of the y-axis in both panels.
(0.20 MB TIF) Click here for additional data file.

Figure S3 Quantitative PCR validation of 12 h rhythmic transcription. A second collection of liver samples was performed and qPCR was used to assess the levels of endogenous mRNA. Blue traces represent microarray profiles from the original tissue collection and were plotted on the left axis; red traces represent fold changes observed in qPCR from the second tissue collection and were plotted on the right axis. Both core clock genes (A, B), 12 h genes (C–H), and 8 h genes (I–J) showed a close correlation between experiments. For additional quantitative PCR validation also see Figure 7A–D.
(1.41 MB TIF) Click here for additional data file.

Figure S4 A subset of 12 h genes from the liver revert to 24 h periodicity in different tissues. qPCR analysis was used to assess the RNA profile in multiple tissues of two genes, Hspa5 (A, C, E, G, I) and Armet (B, D, F, H, J), which cycle with 12 h rhythms in the liver. Although these genes do not show 12 h periodicity outside of the liver (unlike Hspa1b, Figure 3), in several tissues they show robust circadian rhythms (e.g., within the Kidney and Heart). The original liver microarray traces for Hspa5 (K) and Armet (L) (previously shown in Figure S3) have been reprinted here to ease comparisons between experiments.
(0.89 MB TIF) Click here for additional data file.

Figure S5 Relative phasing of core clock genes in liver, pituitary and NIH3T3 and U2OS cells. The timing of peak-expression of core clock genes in the liver (A), pituitary (B), NIH3T3 cells (C), and U2OS cells (D) was estimated by visual inspection and plotted on a circular phase map.
(5.48 MB TIF) Click here for additional data file.

Figure S6 Ingenuity pathway analysis of subcircadian genes. Rhythmic genes identified by COSOPT and Fisher's G-test at a false-discovery rate of <0.05 were analyzed using Ingenuity pathway analysis. The path designer tool was used to identify networks of rhythmic genes involved in cell division and cancer (A), protein secretion/ER stress response (B), NF-kB signaling (C) and lipid metabolism (D). Genes in red cycle with 24 h periods, genes in yellow cycle with 12 h periods, and genes in green cycle with 8 h periods.
(1.52 MB TIF) Click here for additional data file.

Figure S7 Circadian transcripts oscillate with modestly higher amplitudes than either 12 or 8 h genes. The amplitude of cycling transcripts was estimated by calculating the peak to trough ratio ( = percentile[0.95 , x]/percentile[0.05 , x]) and plotted as a histogram. For 24, 12, and 8 h genes, the majority of cycling transcripts had amplitudes less than 4-fold (A–C); however, circadian transcripts showed a significantly larger proportion of genes with amplitudes greater than 10-fold (A).
(0.38 MB TIF) Click here for additional data file.

Figure S8 Examples of ‘harmonics’ in 12 h genes. Microarray intensity is plotted against CT time for three genes which show ‘harmonics’ of circadian gene expression, Hsap1b (A), Dnaja1 (B), and Dsc2 (C).
(0.56 MB TIF) Click here for additional data file.

Figure S9 Amplitude comparison between liver and NIH3T3 cells. The amplitude of core clock genes was estimated by calculating the peak to trough ratio ( = percentile[0.95 , x]/percentile[0.05 , x]) and graphed alongside the amplitudes of the same genes in the liver. The differences in amplitude we observed were independent of microarray intensity between experiments as indicated by a comparison of the coefficient of variance (standard deviation/mean) for each probe (data not shown).
(0.21 MB TIF) Click here for additional data file.

Figure S10 12 h genes do not cycle in NIH3T3 cells. To validate the microarray profiling of NIH3T3 cells, a second time course of cycling 3T3 cells was collected every 2 h for 48 h. Quantitative PCR was used to measure the fold change of endogenous RNA which was plotted against CT time. Core circadian clock genes including Per 2 (A) and NR1D1 (B) oscillate with periods of approximately 24 h. In contrast, genes with 12-hour periods in the liver are arrhythmic (C–H).
(0.68 MB TIF) Click here for additional data file.

Figure S11 Comparison of Liver, Pituitary NIH3T3 and U2OS datasets. High temporal resolution profiling has been performed on samples from the liver, pituitary [24], U2OS and NIH3T3 cells. Cycling transcripts were detected in the liver and pituitary at a false-discovery rate of <0.05; rhythmic transcripts in U2OS and NIH3T3 cells were identified at a false-discovery rate of <0.1. The number of cycling genes common to each group was plotted as a Venn diagram. In (B), the number off cycling genes common to NIH3T3 cells (in black) and U2OS cells (in red) were plotted as a Venn diagram.
(0.75 MB TIF) Click here for additional data file.

Table S1 24 h cycling genes. Cycling genes were identified which had false-discovery rates less than 0.05 in both COSOPT and Fisher's G-test, as well as a COSOPT period length greater than 20 h and less than 30 h.
(0.88 MB XLS) Click here for additional data file.

Table S2 12 h cycling genes. Cycling genes were identified which had false-discovery rates less than 0.05 in both COSOPT and Fisher's G-test, as well as a COSOPT period length greater than 10 h and less than 14 h.
(0.08 MB XLS) Click here for additional data file.

Table S3 8 h cycling genes. Cycling genes were identified which had false-discovery rates less than 0.05 in both COSOPT and Fisher's G-test, as well as a COSOPT period length greater than 7 h and less than 9 h.
(0.03 MB XLS) Click here for additional data file.

Table S4 NIH3T3 cycling genes. Cycling genes were identified which had false-discovery rates less than 0.1 by COSOPT as well as a COSOPT period length greater than 20 h and less than 30 h.
(0.02 MB XLS) Click here for additional data file.

Table S5 U2OS cycling genes. Cycling genes were identified which had false-discovery rates less than 0.1 by COSOPT as well as a COSOPT period length greater than 20 h and less than 30 h.
(0.02 MB XLS) Click here for additional data file.

Table S6 GO annotation of 12 h genes. Cycling genes were identified which had false-discovery rates less than 0.05 in both COSOPT and Fisher's G-test, as well as a COSOPT period length greater than 10 h and less than 14 h. These genes were analyzed using Spotfire DecisionSite to identify over-represented GO annotation classes.
(0.03 MB XLS) Click here for additional data file.

Table S7 Ex vivo hepatocyte time course statistics. Primary hepatocytes were prepared from Per2-luciferase mice and shocked with dexamethasone to synchronize their circadian clocks. Starting four hours after dexamethasone shock, mRNA samples from these cells were collected every two hours for an entire day and quantitative PCR was used to assess the levels of endogenous mRNAs. Fisher's G-test and COSOPT were used to assess the likelihood that these traces were oscillating and estimate their period length.
(0.02 MB XLS) Click here for additional data file.

Table S8 Sampling the NIH3T3 and U2OS datasets at 4 h resolution yields similar results to previous profiling studies of circadian cell lines. In order to determine the importance of high resolution temporal sampling and false discovery-rate corrections, both the NIH3T3 dataset and the U2OS dataset were analyzed by COSOPT using one quarter of the time points to simulate 4 h sampling. At a p-value cutoff of <0.05, thousands of transcripts representing 5–10% of the genome were declared rhythmic by COSOPT, consistent with the results of previous studies. Increasing the sampling resolution to once every hour dramatically increased the number of genes with p-values<0.05. However, in both sampling conditions, very few of these genes demonstrated q-values<0.05, suggesting that the actual number of cycling transcripts in circadian cell lines is considerably lower than previously thought.
(0.02 MB XLS) Click here for additional data file.

## References

[1] Curtis AM, Fitzgerald GA (2006). Central and peripheral clocks in cardiovascular and metabolic function.. Ann Med.

[2] Hastings MH, Reddy AB, Maywood ES (2003). A clockwork web: circadian timing in brain and periphery, in health and disease.. Nat Rev Neurosci.

[3] Klerman EB (2005). Clinical aspects of human circadian rhythms.. J Biol Rhythms.

[4] Levi F, Schibler U (2007). Circadian rhythms: mechanisms and therapeutic implications.. Annu Rev Pharmacol Toxicol.

[5] Halberg F, Cornelissen G, Ulmer W, Blank M, Hrushesky W (2006). Cancer chronomics III. Chronomics for cancer, aging, melatonin and experimental therapeutics researchers.. J Exp Ther Oncol.

[6] Ko CH, Takahashi JS (2006). Molecular components of the mammalian circadian clock.. Hum Mol Genet.

[7] Stratmann M, Schibler U (2006). Properties, entrainment, and physiological functions of mammalian peripheral oscillators.. J Biol Rhythms.

[8] Kornmann B, Schaad O, Bujard H, Takahashi JS, Schibler U (2007). System-driven and oscillator-dependent circadian transcription in mice with a conditionally active liver clock.. PLoS Biol.

[9] Yoo SH, Yamazaki S, Lowrey PL, Shimomura K, Ko CH (2004). PERIOD2::LUCIFERASE real-time reporting of circadian dynamics reveals persistent circadian oscillations in mouse peripheral tissues.. Proc Natl Acad Sci U S A.

[10] Schibler U, Sassone-Corsi P (2002). A web of circadian pacemakers.. Cell.

[11] Storch KF, Paz C, Signorovitch J, Raviola E, Pawlyk B (2007). Intrinsic circadian clock of the mammalian retina: importance for retinal processing of visual information.. Cell.

[12] Storch KF, Lipan O, Leykin I, Viswanathan N, Davis FC (2002). Extensive and divergent circadian gene expression in liver and heart.. Nature.

[13] Harmer SL, Hogenesch JB, Straume M, Chang HS, Han B (2000). Orchestrated transcription of key pathways in Arabidopsis by the circadian clock.. Science.

[14] Panda S, Antoch MP, Miller BH, Su AI, Schook AB (2002). Coordinated transcription of key pathways in the mouse by the circadian clock.. Cell.

[15] Ueda HR, Matsumoto A, Kawamura M, Iino M, Tanimura T (2002). Genome-wide transcriptional orchestration of circadian rhythms in Drosophila.. J Biol Chem.

[16] Lin Y, Han M, Shimada B, Wang L, Gibler TM (2002). Influence of the period-dependent circadian clock on diurnal, circadian, and aperiodic gene expression in Drosophila melanogaster.. Proc Natl Acad Sci U S A.

[17] Duffield GE, Best JD, Meurers BH, Bittner A, Loros JJ (2002). Circadian programs of transcriptional activation, signaling, and protein turnover revealed by microarray analysis of mammalian cells.. Curr Biol.

[18] Ceriani MF, Hogenesch JB, Yanovsky M, Panda S, Straume M (2002). Genome-wide expression analysis in Drosophila reveals genes controlling circadian behavior.. J Neurosci.

[19] Akhtar RA, Reddy AB, Maywood ES, Clayton JD, King VM (2002). Circadian cycling of the mouse liver transcriptome, as revealed by cDNA microarray, is driven by the suprachiasmatic nucleus.. Curr Biol.

[20] McDonald MJ, Rosbash M (2001). Microarray analysis and organization of circadian gene expression in Drosophila.. Cell.

[21] Claridge-Chang A, Wijnen H, Naef F, Boothroyd C, Rajewsky N (2001). Circadian regulation of gene expression systems in the Drosophila head.. Neuron.

[22] Nagoshi E, Saini C, Bauer C, Laroche T, Naef F (2004). Circadian gene expression in individual fibroblasts: cell-autonomous and self-sustained oscillators pass time to daughter cells.. Cell.

[23] Baggs JE, Price TS, DiTacchio L, Panda S, FitzGerald GA (2009). Network Features of the Mammalian Circadian Clock.. PLoS Biology.

[24] Hughes M, Deharo L, Pulivarthy SR, Gu J, Hayes K (2007). High-resolution Time Course Analysis of Gene Expression from Pituitary.. Cold Spring Harb Symp Quant Biol.

[25] Straume M (2004). DNA microarray time series analysis: automated statistical assessment of circadian rhythms in gene expression patterning.. Methods Enzymol.

[26] Wichert S, Fokianos K, Strimmer K (2004). Identifying periodically expressed transcripts in microarray time series data.. Bioinformatics.

[27] Storey JD, Tibshirani R (2003). Statistical significance for genomewide studies.. Proc Natl Acad Sci U S A.

[28] Storey JD, Xiao W, Leek JT, Tompkins RG, Davis RW (2005). Significance analysis of time course microarray experiments.. Proc Natl Acad Sci U S A.

[29] Grundschober C, Delaunay F, Puhlhofer A, Triqueneaux G, Laudet V (2001). Circadian regulation of diverse gene products revealed by mRNA expression profiling of synchronized fibroblasts.. J Biol Chem.

[30] Menger GJ, Allen GC, Neuendorff N, Nahm SS, Thomas TL (2007). Circadian profiling of the transcriptome in NIH/3T3 fibroblasts: comparison with rhythmic gene expression in SCN2.2 cells and the rat SCN.. Physiol Genomics.

[31] Feillet CA, Ripperger JA, Magnone MC, Dulloo A, Albrecht U (2006). Lack of food anticipation in Per2 mutant mice.. Curr Biol.

[32] Stokkan KA, Yamazaki S, Tei H, Sakaki Y, Menaker M (2001). Entrainment of the circadian clock in the liver by feeding.. Science.

[33] Klingmuller U, Bauer A, Bohl S, Nickel PJ, Breitkopf K (2006). Primary mouse hepatocytes for systems biology approaches: a standardized in vitro system for modelling of signal transduction pathways.. Syst Biol (Stevenage).

How the deposited data were processed for this re-analysis (not part of the article)

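Expression was measured in liver from mice kept in constant darkness, in 48 hourly pools of several mice from CT18 to CT65, each on 1 Affymetrix mouse array. By the paper's account the intensity values were extracted with GCRMA, which corrects the background, normalizes between arrays and summarises the probes of a probe set. The deposited values are on a linear scale. The labels of the series also name MAS5, without a version, which the paper mentions for present and absent calls. The range of the values, from 20.6 to 1.21838e+06, and the closeness of the array medians were checked before the scale was settled. Which of these methods gave the deposited values was not tested further, and GCRMA is taken from the paper. All 48 arrays and 45101 probe sets were used, control probe sets included, of which 3 of 64 were called with a 24 h period, 0 with a 12 h period and 0 with an 8 h period by both tests. Signal over background limits the dim probe sets, and 1 pool per hour limits every estimate.

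Values were transformed to log2. Fisher's G-test was computed exactly over 23 Fourier frequencies without detrending. The cosine fit removed a linear trend, searched periods of 4 to 30 h in steps of 0.1 h and compared the best fit with 1000 scramblings of the pools common to all probe sets. Storey q-values were computed with lambda from 0 to 0.95 and a spline of 3 degrees of freedom. Classes by the period of the cosine fit were 20 to 30 h, 10 to 14 h and 7 to 9 h, at q under 0.05 in both tests, with q under 0.1 and 0.01 beside it. Restricted fits compared the ultradian window with 20 to 28 h. Harmonic components were tested in limma with a linear trend and pairs at 24, 12 and 8 h, moderated variances and Benjamini-Hochberg adjustment. Standard errors of peak times were derived from the limma coefficients. Peak times of clock genes were compared in pairs by a normal test on these errors. The dawn and dusk contrast and the differences between cycles were tested in limma as well, the latter with an interaction of cycle and harmonic pair. The order of the pools was scrambled 99 times, jointly for all probe sets, to count calls by chance, and 100 splits of the dawn and dusk pools were drawn.

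Genes were named by a rule written after the q-values and periods of Tables S1 to S3 had been seen, but not the expression values: the 10 genes with the smallest G-test p and the 10 with the largest ratio in each class, the 4 called members of each list with the smallest G-test p, every core clock gene and every gene the study names for liver. Lists of genes were tested by Fisher's exact test against all 18194 genes, with Benjamini-Hochberg adjustment over 27 lists. They cover the core clock, ER chaperones, heat shock proteins, ER to Golgi transport, cell division, NF-kB signaling, ribosome biogenesis, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, bile acids, apolipoproteins, gluconeogenesis and glycogen, glucocorticoid targets, xenobiotic metabolism, cold-inducible RNA binding proteins, markers of hepatocytes and 9 other cell types, and the genes the study names. The lists were written after Tables S1 to S3 had been read. The copy of Table S1 was incomplete, so no overlap with it was computed.

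The alternatives, set before the data were examined, were linear values, other detrending, a null of 200000 simulated Gaussian series, Benjamini-Hochberg adjustment, the brightest 41.2% of probe sets, quantile normalization, 1 probe set per gene, the period of the G-test, each cycle alone, each pool left out in turn, CT63 to CT65 left out, other models in limma, other windows and other measures of amplitude. Leaving out CT60 to CT65 or any other block of 6 pools, and phases in each cycle alone, were chosen after seeing the data. Tests on simulated data were run with known rhythms: at 1.5-fold both tests together recovered 93.1% of 24 h, 95% of 12 h and 95% of 8 h rhythms. Cell lines, other tissues, isolated hepatocytes, quantitative PCR and feeding experiments were left out because the table holds no such samples. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.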

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

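Leaving out blocks of 6 pools, quantile normalization as an explanation of the 24 h component, the comparison of circadian hours, the share of 12 h probe sets with the larger 24 h amplitude and the scramblings for the 12 h and 8 h classes are tests chosen only after the result was seen.

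The 24 h component of limma was called in 21876 of 45101 probe sets, while both tests of rhythm called 4422. After quantile normalization it was called in 10613, of which 9789 were among the 21876, so differences in the distribution of values between arrays may account for part of the count. The last 6 pools as the whole cause are argued against, since leaving out CT60 to CT65 gave 10344, but CT54 to CT59 8523 and CT48 to CT53 12090 (18286 to 23263 for the blocks from CT18 to CT47). More RNA of other cells in CT60 to CT65 is argued against by the highest median rise of a list of markers, 0.101 on the log2 scale. Less RNA of other cells in these pools stays open, since the median of the 6 endothelial markers was lower there (-0.52). In other pools RNA of other cells stays open too, since the 6 pancreatic acinar markers had a median 24 h amplitude of 0.62 around CT23.7. Limma called the 24 h component in 0 of these 6 (1 at an unadjusted p under 0.05). The circadian hours themselves stay open, because the array correlation in CT36 to CT41 (0.994, against 0.989 in CT60 to CT65) does not measure the component, and so does a daily rhythm of small amplitude in many transcripts.

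Components of 12 h and 24 h occurred together, with a 24 h component in 59.6% of the 12 h probe sets (48.4% of other probe sets) and a 12 h component in 23.0% of the 24 h probe sets (2.81% of others). The 24 h amplitude was the larger in 8.90% of the 12 h probe sets, but these were chosen by their 12 h fit, so a daily rhythm with a single peak that is not a pure cosine stays open. In the 24 h class the 12 h peak lay within 2 h of the 24 h peak or trough in 35.7% of 1018 probe sets, where random phases give 33.3%. The bound set against a narrow peak or trough was wrong, because a narrow trough puts the 12 h peak about 6 h from both and a mix of the shapes gives the random share, so this stays open too. No biological explanation was tested.

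A period of 16 h, which the paper does not discuss, was given by the G-test to 139 probe sets at q under 0.05. Of 99 scramblings of the pools 0 gave as many, but this does not exclude chance order. The p-value allowed at q under 0.05 depends on the calls at all periods. In the real series the 4601 calls at 24 h loosened it. The scramblings had no calls at 24 h, so their cutoff was stricter. After quantile normalization the count was 95, with 41 shared, which met the bound set against the distribution of values between arrays, but a bound on the count was wrong because most members changed, so this stays open. In a limma model of 6 periods without CT60 to CT65, 140 probe sets had a 16 h component against 56 with all pools. This met the bound set against the last pools, but that bound was wrong, since 0 of the 139 were among them. With all pools 13 were, and without another block 0 (CT36 to CT41) to 29 (CT54 to CT59). Without CT60 to CT65 this model also lost most calls at 48 h (2337 to 162), 24 h (22246 to 631), 12 h (2071 to 101) and 8 h (755 to 0). Those at 9.6 h rose from 0 to 20. The 0 of 139 thus says little about the last pools. A 16 h rhythm, chance order and an effect of the last pools cannot be told apart for these 139 probe sets, and no biological explanation was tested.

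A period of 48 h, the length of the series, was given by the G-test to 251 probe sets at q under 0.05, a period the paper does not discuss. Between the cycles the 24 h component differed in 533 of 4422 24 h probe sets (limma, interaction), 362 larger in the second cycle and 171 in the first, and without CT60 to CT65 in 1 (243 at an unadjusted p under 0.05). The 12 h component differed between the cycles in 2 of 337 12 h probe sets, both larger in the second cycle, and without CT60 to CT65 in 0 by limma (36 at an unadjusted p under 0.05). For the 12 h class of the G-test 0 of 99 scramblings of the pools gave as many probe sets, and for the 8 h class 0 of 99. The scramblings had the stricter cutoff described for 16 h, so these counts do not exclude chance order. For the 12 h component of limma, called in 2161 probe sets, 1 of 99 scramblings gave as many (11405), and for its 8 h component, called in 545, 0 of 99. For the 45 12 h probe sets that differed between dawn and dusk, only the real split of 100 gave as many calls (1 of 100, the highest other 35). This is the lowest share that 100 splits can give. Random splits can also mix neighboring hours, which the real split keeps in blocks, so they do not exclude chance.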

How the results depend on the processing

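Leaving out CT60 to CT65 or any other block of 6 pools, phases by cycle and the lists without these pools are tests chosen only after the result was seen.

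No paired analysis was run. For dawn against dusk the pools hold different hours and carry no replicate numbers. Each dawn pool could still have been paired with the dusk pool 12 h later. The cycles could have been paired by hour, which was not run. Dim probe sets are limited by the background, and the 8 h class by small amplitudes. The cause of each change below was not tested, apart from fewer pools or fewer probe sets where the setting itself removes them. Of the gene list results 223 kept their side of the threshold, 15 gained a call and 5 lost it, and no result reversed. The 24 h class moved with a trend removed before the G-test (6960). The 12 h class moved among the brightest probe sets (876), in cycle 1 (64) and cycle 2 (128) alone and without CT60 to CT65 (104, where 42 pools hold no Fourier frequency at 12 h). The 8 h class moved with Benjamini-Hochberg adjustment (71), among the brightest (599), after quantile normalization (68) and in cycle 1 (17) and cycle 2 (49) alone. The 24 h component of limma moved without CT60 to CT65 (10344), CT48 to CT53 (12090) or CT54 to CT59 (8523), after quantile normalization (10613) and among the brightest (10532). The 12 h component moved with its pair alone in the model (441) and without CT24 to CT29 (1252), CT36 to CT41 (4806), CT42 to CT47 (1056) or CT54 to CT59 (1135). The 8 h component moved among the brightest (1172), with its pair alone (21) and without CT18 to CT23 (135), CT24 to CT29 (282), CT30 to CT35 (157), CT36 to CT41 (2717), CT48 to CT53 (157) or CT54 to CT59 (314). With each pool left out in turn, the 24 h component was called in 19158 to 23535 probe sets, the 12 h component in 1891 to 2320 and the 8 h component in 335 (without CT33) to 740 (without CT45).

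For sampling every 2 h, 24 consecutive hourly pools in place of 24 spaced ones gave the G-test 2041 (cycle 1) and 7179 (cycle 2) at any period, 61 and 124 at 12 h, and 20 and 27 at 8 h, and gave the cosine fit 3178 (cycle 1) and 25886 (cycle 2) at any period, 160 and 951 at 12 h, and 70 and 753 at 8 h. With a Gaussian null the cosine fit every 2 h gave 910, 6 and 3. Counts every 2, 4 and 6 h are the highest over the starts. Every 4 h, linear values gave the G-test 17 (start CT21; 5, 0 and 12 at the others, where log2 values gave 11, 0, 0 and 7 over the starts) and the cosine fit 0, and the Gaussian null gave the cosine fit 0, as it gave 0 every 6 h. The share of 12 h peaks within 2 h of CT0 or CT12 was 38.6% without CT63 to CT65, 38.6% without CT60 to CT65 and 38.9% in cycle 1, but 30.0% in cycle 2, and 11.6% within 1 h and 63.8% within 3 h. The resultant length was 0.200 at 24 h and 0.597 at 12 h with 1 probe set per gene (0.368 at 8 h), and 0.151 at 24 h in cycle 2. The share of amplitudes from 1.5 to 4-fold was 45.3% (24 h), 29.1% (12 h) and 5.98% (8 h) by the fitted cosine, 64.1%, 65.0% and 35.0% by the 10th and 90th percentiles, and 68.1% (24 h) and 73.9% (12 h) without CT60 to CT65. Dawn and dusk differences were called by limma in 0 probe sets in cycle 2 alone (42 at an unadjusted p under 0.05). The lists that lost their call were bile acids at 24 h by limma (adjusted p = 0.461), endothelial markers at 24 h among the brightest genes (0.149) and by limma (0.467), and apolipoproteins at 8 h among the brightest genes (0.123) and with any probe set (0.0858).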

Differences from the paper's values

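No test in this part was chosen only after the result was seen; the settings named were set before the data were examined. The paper's counts are those of its Table 1, at the same q thresholds.

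For the G-test at 24 h and q under 0.1 the paper gives 5136 and the value here is 7850. Linear values, Benjamini-Hochberg adjustment, quantile normalization and 1 probe set per gene bring it within 1.5 times, and the other settings do not. For both tests at 24 h and q under 0.1 the paper gives 4507 and the value here is 7658, with the same settings on each side. For the G-test at 12 h and q under 0.01 the paper gives 229 and the value here is 152, and no setting brings it within 1.5 times. For both tests at 12 h and q under 0.01 the paper gives 107 and the value here is 161. Benjamini-Hochberg adjustment, the brightest probe sets and each cycle alone do not bring it within 1.5 times, and the other settings do. For the G-test at 8 h the paper gives 141 at q under 0.05 and 48 at q under 0.01, and the values here are 85 and 23. A trend removed before the G-test closes the first gap (122), no other setting does, and none closes the second. For both tests at 8 h the paper gives 129, 63 and 12 at q under 0.1, 0.05 and 0.01, and the values here are 278, 117 and 24. Quantile normalization brings all 3 within 1.5 times (138, 68 and 16). Benjamini-Hochberg adjustment, the period of the G-test and cycle 2 alone do so at q under 0.1 and 0.05, linear values at 0.05 and 0.01, and no detrending before the cosine fit at 0.05, and the other settings at none.

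The cosine fit called more probe sets than the paper's COSOPT in every class. At 24 h the paper gives 6405, 5282 and 3371 at q under 0.1, 0.05 and 0.01, and the values here are 22726, 20901 and 11455. Quantile normalization brings all 3 within 1.5 times, the brightest probe sets the first, Benjamini-Hochberg adjustment the second and the Gaussian null the last, and the other settings none. At 12 h the paper gives 646, 424 and 156, and the values here are 2857, 1924 and 684. Benjamini-Hochberg adjustment closes the first and second gap, cycle 2 alone the last, and the other settings none. At 8 h the paper gives 434, 197 and 30, and the values here are 3216, 2098 and 500. Benjamini-Hochberg adjustment closes the first and second gap, and no setting closes the last.

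For the paper's 12 h list fitted at circadian periods the paper gives a median p of 0.4 and the value here is 0.0415. For its 8 h list the paper gives 0.002 at ultradian periods, where the value here is 0.0010, the smallest that the scramblings can give, and 1.0 at circadian periods, where the value here is 0.270. Linear values and no detrending bring none of these 3 within 1.5 times.

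For sampling, the paper's values were read by eye from Fig. 4, and each value here is the highest over the starts. Every 2 h, the G-test gave about 20 at 12 h and about 8 at 8 h in Fig. 4, read by eye, and 13 (start CT18, 5 at CT19) and 5 (start CT19, 2 at CT18) here, with the first closed by linear values (17) and the second by none. Every 2 h, COSOPT gave about 1 at 12 h, about 1 at 8 h and about 1 at any period in Fig. 4, read by eye, and 30, 34 and 2353 here, closed by neither linear values nor the Gaussian null. Every 3 h the G-test gave about 250 at any period in Fig. 4, read by eye, and 163 here, not closed by linear values. Every 4 h the G-test gave about 23 and COSOPT about 1 at any period in Fig. 4, read by eye, and 11 (start CT18) and 155 (start CT19) here. The highest linear value of the first, 17, is within 1.5 times of the paper's value but comes from the start CT21, and at CT18 linear values gave 5, so the gap is not closed at that start. The second is closed by linear values (0) and the Gaussian null (0). Every 6 h COSOPT gave about 1 in Fig. 4, read by eye, and all 45101 probe sets passed here, closed by the Gaussian null (0) and not by linear values.

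The paper places most 12 h peaks at dawn and dusk. Of 337 probe sets 32.9% peaked within 2 h of CT0 or CT12 and 63.8% within 3 h, and the fullest hour lay 2 to 3 h after them, with 27.9%.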

Other observations

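Of the results below, those without CT60 to CT65 come from tests chosen only after the result was seen.

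Several gene groups of the liver were not shown to be called with a 24 h period more often than other genes, 14.0% of which were called (Fisher's exact test over genes, two-sided). In xenobiotic metabolism 4 of 11 genes (36.4%) were called (5 adjusted over the list alone, exact test, adjusted p = 0.169), among them Alas1, the first enzyme of heme synthesis, which varied by 11.6-fold between the 5th and the 95th percentile. In cholesterol synthesis 4 of 16 (25%) were called (5 adjusted over the list alone, exact test, adjusted p = 0.513), among them Hmgcs1 (3.47-fold) and Insig2 (5.50-fold), and in fatty acid oxidation 4 of 14 (28.6%, 5 adjusted over the list alone, exact test, adjusted p = 0.328), among them Pdk4 (12.0-fold). ER chaperones had 6 of 34 called (6 adjusted over the list alone, exact test, adjusted p = 0.716), ER to Golgi transport 7 of 41 (9 adjusted over the list alone, exact test, adjusted p = 0.716), cell division 7 of 31 (7 adjusted over the list alone, exact test, adjusted p = 0.427), NF-kB signaling 4 of 20 (5 adjusted over the list alone, exact test, adjusted p = 0.716), ribosome biogenesis 4 of 21 (4 adjusted over the list alone, exact test, adjusted p = 0.716) and apolipoproteins 2 of 15 (2 adjusted over the list alone, exact test, adjusted p = 1). By the 24 h component of limma, however, ER chaperones were over-represented, with 28 of 34 called against 53.3% of all genes (exact test, adjusted p = 0.00931). The other lists above were not over-represented by limma. The cold-inducible RNA binding protein gene Cirbp, the 1 measured member of its list, was called, varied by 9.55-fold and peaked at CT5.50. Of the 20 genes the study names for liver, which it chose on these samples, 7 were called with 24 h, 11 with 12 h and 1 with 8 h.

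Some single genes had a 24 h component that differed between the cycles, with log2 amplitudes of 0.11 and 0.63 in the endothelial gene Stab2 (limma interaction, adjusted p = 0.00184), 0.15 and 0.47 in Cdh5 (0.00803), 0.31 and 0.85 in the bile acid gene Cyp8b1 (0.000701) and 2.26 and 1.27 in Acot3 (0.0311). Other genes of the same lists were not called, with 0.51 and 0.30 in the endothelial gene Lyve1 (0.268), 0.26 and 0.18 in Clec4g (0.664) and 0.75 and 0.67 in the bile acid gene Cyp7a1 (0.924). The desmosomal cadherin gene Dsc2, in the 12 h class, had amplitudes of 0.32 and 0.55 (0.0373). With CT60 to CT65 left out limma called the 24 h difference in 1 probe set of the class. Medians of CT60 to CT65 against CT36 to CT41 were -0.69 in fatty acid synthesis, -0.46 in glucocorticoid targets and -0.40 in fatty acid oxidation on the log2 scale.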
